# Quality control recommendations for RNASeq using FFPE samples based on pre-sequencing lab metrics and post-sequencing bioinformatics metrics

**DOI:** 10.1186/s12920-022-01355-0

**Published:** 2022-09-16

**Authors:** Yuanhang Liu, Aditya Bhagwate, Stacey J. Winham, Melissa T. Stephens, Brent W. Harker, Samantha J. McDonough, Melody L. Stallings-Mann, Ethan P. Heinzen, Robert A. Vierkant, Tanya L. Hoskin, Marlene H. Frost, Jodi M. Carter, Michael E. Pfrender, Laurie Littlepage, Derek C. Radisky, Julie M. Cunningham, Amy C. Degnim, Chen Wang

**Keywords:** FFPE, RNA-seq, Quality control, Breast tissue, RNA concentration, Library concentration, Decision tree, DV200, DV50

## Abstract

**Background:**

Formalin-fixed, paraffin-embedded (FFPE) tissues have many advantages for identification of risk biomarkers, including wide availability and potential for extended follow-up endpoints. However, RNA derived from archival FFPE samples has limited quality. Here we identified parameters that determine which FFPE samples have the potential for successful RNA extraction, library preparation, and generation of usable RNAseq data.

**Methods:**

We optimized library preparation protocols designed for use with FFPE samples using seven FFPE and Fresh Frozen replicate pairs, and tested optimized protocols using a study set of 130 FFPE biopsies from women with benign breast disease. Metrics from RNA extraction and preparation procedures were collected and compared with bioinformatics sequencing summary statistics. Finally, a decision tree model was built to learn the relationship between pre-sequencing lab metrics and qc pass/fail status as determined by bioinformatics metrics.

**Results:**

Samples that failed bioinformatics qc tended to have low median sample-wise correlation within the cohort (Spearman correlation < 0.75), low number of reads mapped to gene regions (< 25 million), or low number of detectable genes (11,400 # of detected genes with TPM > 4). The median RNA concentration and pre-capture library Qubit values for qc failed samples were 18.9 ng/ul and 2.08 ng/ul respectively, which were significantly lower than those of qc pass samples (40.8 ng/ul and 5.82 ng/ul). We built a decision tree model based on input RNA concentration, input library qubit values, and achieved an F score of 0.848 in predicting QC status (pass/fail) of FFPE samples.

**Conclusions:**

We provide a bioinformatics quality control recommendation for FFPE samples from breast tissue by evaluating bioinformatic and sample metrics. Our results suggest a minimum concentration of 25 ng/ul FFPE-extracted RNA for library preparation and 1.7 ng/ul pre-capture library output to achieve adequate RNA-seq data for downstream bioinformatics analysis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12920-022-01355-0.

## Background

For decades, clinical biospecimens have been typically fixed in formalin then embedded in paraffin wax to make formalin-fixed paraffin-embedded (FFPE) tissue blocks for diagnosis and long-term storage. FFPE tissue archiving has many advantages, including room temperature stability, long-term storage, and suitability for subsequent immunohistochemical (IHC) analyses, which had led to use of FFPE in IHC-based biomarker investigations [1, 2]. However, FFPE processing and tissue storage are known to result in highly degraded RNAs which limits gene expression-based biomarker discovery using RNA sequencing [3–5]. Transcriptional profiling by RNA sequencing (RNA-seq) is a powerful tool for genome wide quantification of RNA expression with high sensitivity that has been routinely used in breast cancer research and clinical diagnosis [6–9]. RNA-seq involves an enrichment step to remove the abundant ribosomal RNAs by either ribosomal depletion or Poly(A) selection [10, 11]. However, Poly(A) selection protocol is less suitable for low quality RNA derived from FFPE samples [12]. During recent years, RNA library protocols tailored for FFPE samples have been developed, including the NEBNext rRNA Depletion and the TruSeq RNA Exome panel, although the relative performance of these methods with FFPE-derived RNA has not been published, and there are limited studies that provide insight for selection of FFPE samples of adequate quality [13, 14].

Our study aim is to compare two commonly used RNA library preparation protocols for FFPE samples, and to provide a recommendation on RNA input metrics, including RNA concentration and library concentration, to achieve adequate RNA-seq data for downstream bioinformatics analysis.

For the first part of the study, we evaluated two commonly used RNA library protocols for FFPE samples using seven paired FFPE and fresh frozen (FFzn) samples. All samples were prepared through both protocols and compared based on bioinformatics metrics, including alignment, SNP concordance, junction coverage and sample-wise correlation. For the second part of the study, we sequenced 130 benign breast disease (BBD) samples along with technical replicates in ten sequencing batches. Thorough bioinformatics quality control was performed to identify QC-failed samples. Finally, a decision tree model was constructed to correlate pre-sequencing metrics with QC status defined by bioinformatics metrics.

## Methods

### Study design

Institutional Review Board approval was obtained for research use of human samples in this project (#IRB 75–87). A pilot study was performed using FFPE and fresh frozen pairs for seven women diagnosed with benign breast disease to evaluate the performance of two library preparation protocol, Illumina’s TruSeq RNA Exome and NEBNext rRNA Depletion (Fig. 1a). To evaluate the precision of SNPs identified by the two protocols, we also performed whole exome sequencing (WES) for the three selected fresh frozen samples. The TruSeq Exome protocol exhibited better performance in bioinformatics metrics and was selected to process all study samples and technical controls in the main study. A total of 158 samples including study samples and technical controls were submitted for RNA extraction (Fig. 1b). Forty samples failed library preparation due to low RNA input quantity. The remaining samples were submitted for RNA sequencing in ten sequencing batches. Batches were designed so that samples with similar RNA quality were included in the same batch. This helped to minimize the potential sequencing bias toward high quality samples in the same batch. To examine the potential sequencing batching effect, the same two technical controls (FFPE and FFzn pair for the same subject) were included in each sequencing batch 1–7. For sequencing batch 8–10 where samples are of low RNA quality, we only included the FFPE technical control as the FFzn technical control would potentially attract more sequencing reads and bias the quantification of other low-quality study samples. Besides the two technical controls, we also included 11 study replicate samples in different sequencing batches. Thorough bioinformatics evaluations were performed to identify samples passing the qc metrics.

**Fig. 1:**
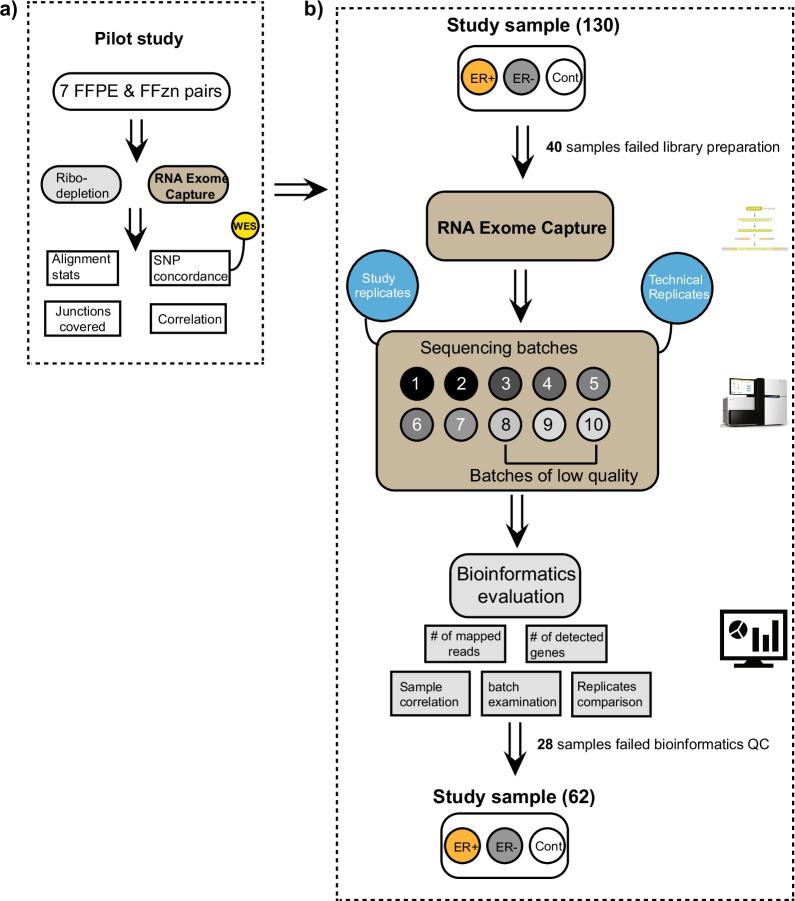
Flow-chart of library optimization and bioinformatics evaluation. **a** A pilot study consisting of FFPE and fresh frozen pairs for 7 BBD patients were submitted for sequencing to evaluate two protocols of library preparation for RNA-seq, Ribo-depletion and RNA exome capture. Several bioinformatics metrics were evaluated for the two protocols. Whole exome sequencing (WES) data was used to estimate SNP confirmation rate, and the RNA exome capture showed superior performance in all categories and was selected as the library preparation protocol to process all samples. **b** 130 study samples (*ER*+ estrogen receptor positive, *ER− *estrogen receptor negative, *Cont* control) along with 17 technical replicates and 11 study replicates were submitted for library preparation using the RNA exome capture protocol. 40 samples failed library preparation step with insufficient RNA. All remaining samples were submitted for sequencing in 10 batches. Rigorous bioinformatics evaluation was performed to identify qc failed samples based on defined bioinformatics metrics. The final dataset comprised 62 study samples

### RNA quantitation and quality

Total RNA concentration was determined using the Qubit 2.0 Fluorometer and RNA HS Assay (Life Technologies Corp., Carlsbad, CA). RNA integrity was assessed and recorded with DV50, DV100, and DV200 values using the RNA 6000 Nano Kit on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), but was not used for sample exclusion in the library preparation. DV values are a commonly used metric that represents the proportion of RNA fragments in a sample with greater length than the numeric value (i.e., DV200 equals the percentage of RNA fragments > 200 nucleotides).

### RNA exome library preparation and sequencing

40–100 ng of experimental FFPE RNA, FFPE control RNA, or 20 ng fresh frozen control RNA was used for library preparation using the TruSeq RNA Library Prep for Enrichment and the Illumina Exome Panel-Enrichment Oligos kit (llumina, Inc., San Diego, CA) following the manufacturers protocol for FFPE RNA or high-quality total RNA respectively. As per the protocol, fragmentation of FFPE RNA was not performed. Following adaptor ligation and enrichment, the libraries were quantitated by Qubit and pooled for subsequent exome capture based on available yield. Up to a 4-plex pooling strategy was used for the exome capture, with capture groups consisting of 200 ng, 100 ng, 50 ng, 40 ng, and 30 ng of input library for each sample in the pre-capture pool. Up to 12 samples (3 pools) were batched for sequencing and included a paired FFPE control RNA and fresh frozen control RNA in each batch. Following two rounds of hybridization to the capture probes, the pools were PCR amplified and purified using AMPure XP beads. The amplified and enriched libraries were quality assessed using a combination of the Qubit dsDNA HS Assay (Invitrogen), the Bioanalyzer DNA 7500 Assay (Agilent Technologies), and KAPA Library Quantification Kit for Illumina (KAPA Biosystems, Boston, MA). The three capture pools for each batch were combined in equal molar amounts and sequenced across 3 lanes of an Illumina NextSeq 500 High Output flowcell using 75 × 2 bp paired end reads. Each flowcell generated a minimum of 700 million reads passing filter.

### rRNA depletion library preparation and sequencing

20–100 ng of FFPE RNA and paired fresh frozen RNA was used for library preparation using the NEBNext rRNA Depletion Kit (Human/Mouse/Rat) and Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs Inc., Ipswich, MA), following the manufacturers protocol for highly degraded (RIN ≤ 2) or intact (RIN > 7) samples respectively. Fragmentation is based on RIN value of RNA input and conducted as outlined in the protocol. Fragmentation for FFPE RNA was not performed. Experimental FFPE RNA and paired fresh frozen RNA from the same patient was used if available using similar input amounts for each sample type. A total of 13 libraries were prepared, including six patient pairs. Libraries were quality assessed using a combination of the Qubit dsDNA HS Assay (Invitrogen), the Bioanalyzer DNA 7500 Assay (Agilent Technologies), and KAPA Library Quantification Kit for Illumina (KAPA Biosystems, Boston, MA). Libraries were combined in equal molar amounts and sequenced across three lanes of an Illumina NextSeq 500 High Output flowcell using 75 × 2 bp paired end reads. Each flowcell generated a minimum of 800 million reads passing filter.

### Whole exome sequencing of fresh frozen samples

Three fresh frozen samples were submitted for whole exome sequencing at Mayo Clinic molecular genomic facility. In brief, paired-end libraries were prepared with 1.0 μg of genomic DNA in accordance with the manufacturer's protocol (Agilent Technologies, Inc, Santa Clara, Calif). Whole-exon capture was performed with 750 ng of the prepped library following the protocol for the SureSelect Human All Exon v5 + UTRs 75 Mb kit (Agilent Technologies, Inc). The purified capture products were then amplified with use of SureSelect Post-Capture Indexing forward and Index polymerase chain reaction reverse primers (Agilent Technologies, Inc) for 12 cycles. Concentration and size distribution of the completed captured libraries were assessed on Qubit (Invitrogen, Waltham, Mass) and Bioanalyzer DNA 1000 chip (Agilent Technologies, Inc). Libraries were sequenced at an average coverage of about 80× in accordance with standard protocol of the cBot and HiSeq 3000/4000 PE Cluster Kit (Illumina, San Diego, Calif). The flow cells were sequenced as 150 × 2 paired end reads on the HiSeq 4000 with the HiSeq 3000/4000 sequencing kit and collection software (HCS version 3.3.52; Illumina). Base calling was performed with Real-Time Analysis version 2.7.3 (Illumina). All procedures were performed in accordance with the manufacturer's instructions.

### RNA-seq alignment and gene quantification

After sequencing procedure, raw FASTQ files were processed through Mayo’s internal MAP-RSeq pipeline [15] (Version 3.0). MAP-RSeq uses a variety of publicly available bioinformatics tools tailored by in-house developed methods. Briefly, the aligning and mapping of reads are performed using Star aligner [16] against hg38 genome build. The gene and exon counts are generated by FeatureCounts [17] using the gene definitions files from Ensembl v78. Quality control was carried out using RSeqQC [18]. Gene expression data was normalized to counts per million (CPM) and transcript per million (TPM) using Trimmed Mean of M-values (TMM) method as implemented in edgeR [19] followed by log2 transformation.

### Estimation of SNP confirmation rate and false positive rate

SNPs were identified using GATK haplotype caller [20] and further filtered by RVBoost [21]. For the pilot study, SNP confirmation rate (precision) was calculated for each mutation type (C>T, C>G, etc.) as:

1 $$SNP \,confirmation\,rate = SNP_{rna} \cap SNP_{dna} /SNP_{rna} ,$$

where *SNP*_*RNA*_ represents the SNPs identified in RNA-seq data and *SNP*_*DNA*_ represents the SNPs identified in WES data for the same set of samples. For both pilot and main study, false positive rate (FPR) between either technical or study replicate samples was calculated as:

2 $$FPR = N_{MAD > lfc} /N_{total} ,$$

where *N*_*total*_ denotes the total number of genes and *N*_*MAD*>*lfc*_ denotes the number of genes with maximum absolute difference (MAD) above a certain logarithm fold change cutoff.

### Bioinformatics QC and model building

We defined three bioinformatics metrics for QC purpose, including sample-wise median correlation of gene expression (median_cor_expr), number of genes mapped to genic regions (gene_reads), number of detectable genes with transcript per million (TPM) larger than 4 (gene_tpm4). TPM was calculated based on:

3 $$TPM = \frac{FPKM}{{\sum FPKM}} \times 10^{6} ,$$

FPKM was calculated as described earlier [22]. For each sample, we firstly calculate its Spearman rank correlation of gene expression with each of the rest of samples in the cohort. Then, ‘median_cor_expr’ for each sample is the median Spearman correlation value with the rest of samples in the cohort. After thorough bioinformatics evaluation, samples meeting any of the below criteria were flagged as QC-fail:

1. Sample-wise median gene expression correlation smaller than 0.75
2. Gene mapped reads smaller than 25 million gene mapped reads,
3. Less than 11,400 # of detected genes with TPM > 4

For each of the sequencing batch, if the technical controls/replicates failed QC, the whole batch of samples will be flagged as QC-fail as well. For our study, all technical controls/replicates have passed QC. A decision tree model was built based on CART Modeling via rpart R package to learn the relationship between pre-sequencing QC metrics, such as RNA qubit or pre-capture library qubit, and QC pass/fail status predicted by post sequencing bioinformatics metrics. Samples were split into training and testing set with a ratio of 7:3. Repeated cross validation were performed to optimal parameters (complexity parameter) during model training. Similarly, an alternative model based on logistic regression was also constructed:

4 $$\ln \left( {\frac{p\left( X \right)}{{1 - p\left( X \right)}}} \right) = \beta_{0} + \beta_{1} X$$

All models were built based on Caret R package [23] and all statistical analysis was carried out in R under R version 4.0.3.

## Results

### Evaluating FFPE library preparation kits using FFPE and fresh frozen replicates

We evaluated two RNA-seq library preparation protocols optimized for low quality, highly degraded samples (such as FFPE): Illumina’s TruSeq RNA Exome protocol and NEBNext rRNA Depletion protocol (Fig. 1a). 

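The pilot libraries were made from benign breast disease (BBD) tissue of 7 patients, each preserved as FFPE tissue and as FFzn tissue. The RNA Exome protocol prepares libraries from total RNA and then captures fragments with probes against exons. The Depletion protocol removes ribosomal RNA and sequences the RNA that remains, coding or not. Counts were analysed for 7 FFPE and 7 FFzn libraries made with RNA Exome and for 7 FFPE and 6 FFzn libraries made with Depletion. According to the methods, 13 Depletion libraries were prepared, so pair 7 had FFPE tissue alone with this protocol. The libraries of one patient are called a pair and numbered 1 to 7.
According to the methods, the authors aligned paired-end reads to hg38 with STAR and counted them per gene with featureCounts. The deposited values are these counts, not normalized, and 53894 genes had a count in at least 1 of 89 libraries. Total counts per library ran from 11428360 to 114144206 (median 33015431) for FFPE with RNA Exome and from 6297262 to 36697848 (median 15409659) for FFPE with Depletion. They ran from 36563812 to 68256425 (median 45944104) for FFzn with RNA Exome and from 12223420 to 34155521 (median 14032837.5) for FFzn with Depletion. The paper states depth as reads per flow cell, and the depths given here are counts assigned to genes.
TPM was computed from the counts and the exonic length of each gene, and CPM of single genes used library sizes scaled by TMM. Fold changes came from edgeR's quasi-likelihood test with TMM scaling, the filter filterByExpr and the patient as a block. Shares of counts and numbers of detected genes were compared within patients by an exact two-sided sign-flip permutation test, whose smallest p is 0.0156 with 7 pairs and 0.0312 with 6 pairs. The 21 gene lists for cell types, complexes and RNA classes were fixed before the data were examined and were tested with limma's camera on log2 CPM. Counts of list members called are the same when adjusted over the list alone, unless given. The strand setting of the counting is not named in the paper's text, so counts of genes that overlap on opposite strands are uncertain. Genes with identical counts are another limit, and why their counts are identical was not tested. In all, 5318 genes had counts identical to those of another gene in every library, 4554 of them beyond the first of their set. Leaving these 4554 out changed the number of genes tested for RNA Exome against Depletion in FFPE tissue only from 18659 to 18654. Most of them therefore had counts too low to be tested. Genes in such sets took a median of 32.5% of the counts in FFPE Depletion libraries and 0.0267% in FFPE RNA Exome libraries, so the same counts enter totals and shares more than once.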

FFPE and Fresh Frozen (FFzn) replicates for seven BBD patients were prepared using the two selected protocols and submitted for RNA sequencing as described in the Methods section. 

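FFPE libraries made with RNA Exome held mostly protein-coding transcripts, while those made with Depletion held a large and uneven share of 7SL RNA, the RNA of the signal recognition particle. Protein-coding genes took 83.5% ± 4.27 of the FFPE counts with RNA Exome and 56.7% ± 20.4 with Depletion (mean ± SD, n = 7 each). The share was higher with RNA Exome in 7 of 7 pairs. 7SL RNA genes took 0.0928% ± 0.139 of the FFPE counts with RNA Exome and 33.9% ± 24.5 with Depletion. It was lower with RNA Exome in 7 of 7 pairs. In FFzn tissue of 6 patients the protein-coding share was 88.7% ± 2.35 with RNA Exome and 61.4% ± 6.74 with Depletion. The 7SL share in FFzn tissue was 0.0490% ± 0.0113 with RNA Exome and 29.7% ± 6.28 with Depletion. Both shares differed in the same direction in 6 of 6 pairs. The mean 7SL share with RNA Exome in FFPE tissue was 0.0438% without the library of pair 5, which had the highest share.
Each of these differences had the smallest p the exact two-sided sign-flip permutation test can give. This is p = 0.0156 for FFPE (adjusted p = 0.0234 over 9 shares of counts) and p = 0.0312 for FFzn (adjusted p = 0.0312). With 1 gene kept of each set with identical counts, a setting chosen after seeing the data, the 7SL share was smaller, 0.0464% ± 0.0696 with RNA Exome against 22.9% ± 20.6 with Depletion in FFPE tissue and 0.0245% ± 0.00565 against 17.5% ± 4.24 in FFzn tissue. The protein-coding share was then 83.5% ± 4.31 against 66.2% ± 17.1 in FFPE tissue and 88.8% ± 2.36 against 72.0% ± 5.25 in FFzn tissue. The directions and the unadjusted p values of these shares stayed the same (adjusted p = 0.0281 for FFPE). Cytosolic ribosomal protein genes took 3.62% ± 1.27 of the FFPE counts with RNA Exome and 0.999% ± 0.523 with Depletion. They took 6.04% ± 2.08 against 1.29% ± 0.797 of the FFzn counts, with the same p in each tissue. Long non-coding RNA genes took 10.5% ± 4.27 against 5.50% ± 4.09 of the FFPE counts, higher with RNA Exome in 7 of 7 pairs. In FFzn tissue they took 2.91% ± 0.239 against 3.78% ± 0.745 of the counts, lower in 6 of 6 pairs, again with the same p. MALAT1, a nuclear long non-coding RNA singled out after its values were seen, had 74173 ± 32320 CPM with RNA Exome and 21015 ± 11335 CPM with Depletion in FFPE tissue. Small RNA genes of all kinds took 3.33% ± 1.25 against 36.2% ± 24.0 of the FFPE counts and 3.30% ± 1.34 against 32.8% ± 5.84 of the FFzn counts, lower with RNA Exome in every pair. Mitochondrial genes, ribosomal RNA genes included, took 0.277% ± 0.139 against 0.696% ± 0.519 of the FFPE counts, a difference that did not pass (exact sign-flip p = 0.0938, adjusted p = 0.121). In FFzn tissue they took 0.931% ± 0.191 against 0.0761% ± 0.0201, higher with RNA Exome in 6 of 6 pairs. This does not hold for the mitochondrial mRNAs, of which 9 of 13 were lower and 0 higher with RNA Exome in FFzn tissue by edgeR. The share includes ribosomal RNA, which the Depletion protocol removes, and its part in the difference was not tested. Replication-dependent histone genes took 0.224% ± 0.139 against 0.143% ± 0.132 of the FFPE counts (exact sign-flip p = 0.125) and 0.183% ± 0.0624 against 0.0586% ± 0.0227 of the FFzn counts, higher in 6 of 6 FFzn pairs. Processed pseudogenes took 1.08% ± 0.461 against 0.812% ± 0.278 of the FFPE counts (exact sign-flip p = 0.219) and 0.689% ± 0.143 against 0.178% ± 0.0750 of the FFzn counts, higher in 6 of 6 FFzn pairs. The 10 most abundant genes of each library took 16.6% ± 5.49 against 39.1% ± 22.5 of the FFPE counts and 8.99% ± 0.601 against 37.6% ± 6.80 of the FFzn counts, lower with RNA Exome in every pair. With 1 gene kept of each identical set the FFPE difference did not pass, at 16.6% ± 5.51 against 29.6% ± 19.1 (lower in 5 of 7 pairs, exact sign-flip p = 0.0781), while in FFzn tissue the share stayed lower, with a difference of -19.03 percentage points (6 of 6 pairs, exact sign-flip p = 0.0312).

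**Figure D1:**
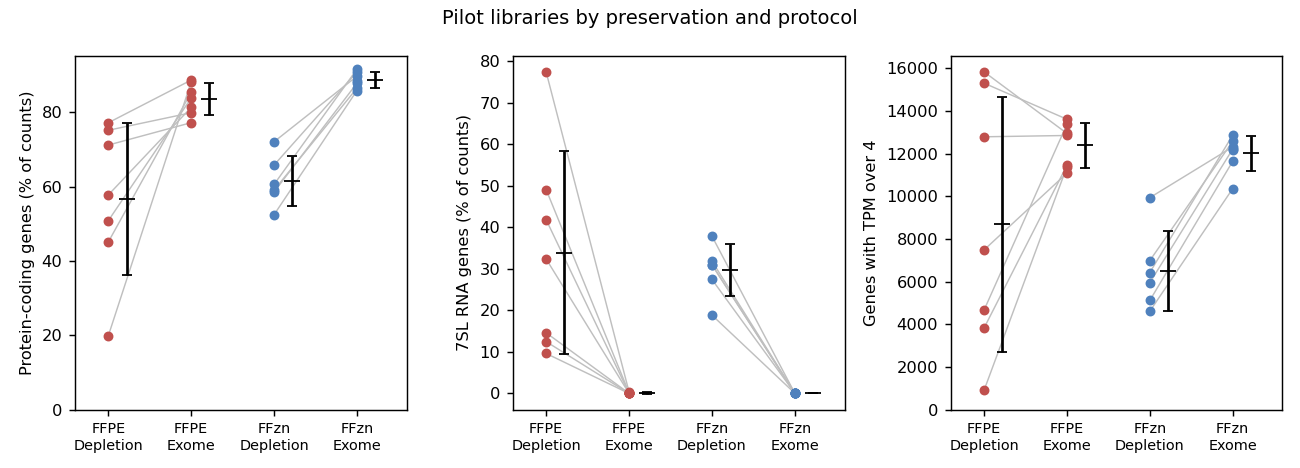
Share of counts in protein-coding genes (percent), share of counts in 7SL RNA genes (percent) and number of genes with TPM over 4, for each pilot library. Points are libraries, grey lines join the libraries of a patient, and black bars give mean ± SD; the 7 FFPE Depletion libraries run from 908 to 15841 genes with TPM over 4 and the 7 FFPE RNA Exome libraries from 11090 to 13618.

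The number of genes with TPM over 4 was 12393 ± 1048 with RNA Exome and 8691 ± 5967 with Depletion in FFPE tissue, higher with RNA Exome in 5 of 7 pairs (exact sign-flip p = 0.141). In FFzn tissue it was 12002 ± 901.0 against 6511 ± 1888, higher in 6 of 6 pairs (exact sign-flip p = 0.0312). TPM shares out a fixed total, and with the 7SL RNA genes left out the order turned in both tissues. Then 12421 ± 1025 against 17611 ± 2307 genes were over it in FFPE tissue (lower in 7 of 7 pairs, exact sign-flip p = 0.0156). In FFzn tissue it was 12013 ± 905.5 against 13845 ± 1775 (lower in 6 of 6, exact sign-flip p = 0.0312). With the 10 most abundant genes of each library left out, the protein-coding share in FFPE tissue differed by 0.488 percentage points (exact sign-flip p = 0.375), and that in FFzn tissue by 3.93 (6 of 6 pairs, exact sign-flip p = 0.0312). Total counts assigned to genes were higher with RNA Exome by 1.13 on the log2 scale in FFPE tissue (SD 1.64, 5 of 7 pairs, exact sign-flip p = 0.109) and by 1.45 in FFzn tissue (SD 0.72, 6 of 6 pairs, exact sign-flip p = 0.0312).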

While the Depletion protocol generated more sequenced reads compared to RNA Exome, a significantly lower proportion of reads were mappable to genic or exon-exon junction regions for both FFzn and FFPE samples (Additional file 1), and captured a smaller number of canonical exon-exon junctions (Additional file 1). We also examined the two protocols in terms of their ability to accurately capture SNP genotypes. SNP confirmation rate (precision) was calculated for three FFzn samples by using SNPs identified from their corresponding DNA whole exome sequencing (WES) data (Additional file 1). The calculation was performed separately for six conventional mutation categories (C>T, C>G, C>A, T>A, T>C, and T>G.). The Depletion protocol generated many false positive calls with consistently low SNP confirmation rate across all mutation categories. For the RNA Exome protocol, the SNP confirmation rate was significantly higher across different mutation categories with C>T being highest (p value < 2.2E−16) as was previously reported [24]. Finally, we compared the two protocols in terms of their correlation with data from the TruSeq protocol with PolyA selection using five FFzn samples (Additional file 1). For the Depletion protocol, only two of five samples successfully clustered by subject ID instead of library protocol. The RNA Exome protocol showed good concordance with the TruSeq PolyA data where all samples were clustered by subject ID regardless of their library protocol. 

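In FFPE tissue, genes of the ribosome and of oxidative phosphorylation and markers of fibroblasts, macrophages and epithelium were higher with RNA Exome than with Depletion, while mitochondrial mRNAs and, gene by gene, most long non-coding RNAs were lower. Of 77 measured cytosolic ribosomal protein genes, 63 rose and 4 fell (65 and 4 adjusted over the list alone), with a median log2 fold change of 1.64 (adjusted p = 1.01e-12 from limma's camera, or 0.342 with an estimated correlation). RPL32, a protein of the large ribosomal subunit, had 2044.5 ± 466.7 CPM with RNA Exome and 142.8 ± 38.6 CPM with Depletion (mean ± SD, n = 7 each), a log2 fold change of 3.85 (SE 0.17, adjusted p = 3.07e-10 from edgeR). All 13 mitochondrial mRNAs fell, with a median of -5.75 (camera adjusted p = 4.23e-11, or 0.338 with an estimated correlation). MT-CO1, a subunit of cytochrome c oxidase encoded at 5904 to 7445 of chromosome M, had 7.56 ± 3.68 CPM with RNA Exome and 1226 ± 688.5 CPM with Depletion, a log2 fold change of -7.31 (SE 0.20, adjusted p = 5.23e-12 from edgeR), and MT-CO3 of the same complex fell by 6.71.
Of 22 measured long non-coding RNAs, 14 fell and 4 rose, with a median of -4.86 (camera adjusted p = 1.59e-05, or 0.338 with an estimated correlation). Their summed CPM was nevertheless higher with RNA Exome (74905 against 26386). MALAT1 made up nearly all of this sum with RNA Exome and most of it with Depletion. The other members together had a lower CPM with RNA Exome. NEAT1, the scaffold of nuclear paraspeckles on chromosome 11 from 65422774 to 65445540, fell by 6.44 (SE 0.24) from 3634 CPM with Depletion to 38.4 CPM with RNA Exome, and TUG1 fell by 8.20 (SE 0.28; adjusted p = 6.05e-11 and 1.78e-11 from edgeR). SNHG8, MALAT1, SNHG1 and H19 rose. These 4, like the other genes named here because they moved against their list, were chosen after their values were seen. Of 75 nuclear-encoded oxidative phosphorylation genes, 46 rose and ATP5G3 and COX8A fell (camera adjusted p = 2.5e-05, or 0.171 with an estimated correlation). UQCRB of complex III rose by 3.08 and NDUFA1 of complex I by 3.62. Of 19 fibroblast and matrix genes, 17 rose and 0 fell, with a median of 1.97 (camera adjusted p = 1.62e-05, or 0.375 with an estimated correlation; edgeR gave 0 falls at an adjusted p under 0.05). The collagen gene COL1A2 rose by 3.33 (SE 0.21, adjusted p = 1.16e-08) and the fibrillin gene FBN1 by 2.47 (SE 0.17).
Of 15 basal and myoepithelial markers, 12 rose and OXTR fell, with a median of 2.00 (camera adjusted p = 0.00309, or 0.542 with an estimated correlation). DST and LAMB3, which anchor cells to the basement membrane, rose by 2.24 and 2.47. Of 18 luminal markers, 12 rose and CLDN4 and XBP1 fell, with a median of 1.81 (camera adjusted p = 0.0157, or 0.526 with an estimated correlation and 0.0753 without the patient block). The adhesion gene EPCAM rose by 3.80 and the breast differentiation gene ANKRD30A by 3.87, the latter with an adjusted p of 0.0578 without the block. Of 13 macrophage markers, 8 rose, with a median of 2.15 (camera adjusted p = 0.00377, or 0.338 with an estimated correlation). The mannose receptor gene MRC1 rose by 4.04 and TYROBP, a signalling adaptor of myeloid cells, by 4.39. Of 15 heat shock genes, 12 rose, including the chaperones HSP90AA1 (1.99) and HSP90AB1 (1.59), and DNAJB1 fell (camera adjusted p = 0.00513, or 0.171 with an estimated correlation). Of 14 reference genes, 7 rose (9 adjusted over the list alone), including PPIA (2.28), and YWHAZ fell (camera adjusted p = 0.035, or 0.425 with an estimated correlation and 0.0585 without the block).
Of the 6 genes with the largest rises, 5 were short RNAs. RNA5S9 is a 5S ribosomal RNA gene, and ribosomal RNA is the class that the Depletion protocol removes. RNA5S9 had 0 counts with Depletion and was at least 3296.8-fold higher with RNA Exome, from a floor of 3 counts over the group. Its CPM with RNA Exome was uneven (175.28 ± 387.74, n = 7), so this bound may rest largely on 1 library. SNORD116-16, a small nucleolar RNA of a cluster of near-identical copies, had 2 counts with Depletion and a pooled ratio of 18386 (95% counting interval 5089.5 to 151820). SNORD116-8, SNORD116-24, SNORD116-15 and the immunoglobulin pseudogene IGLC5 rose by 9.82 to 11.90. The largest falls were those of RPPH1, the RNA of ribonuclease P (-10.64, with its overlapping entry RNaseP_nuc at -10.65), UOX, a urate oxidase gene that is inactive in humans (-10.43), and RN7SL3, a 7SL gene whose counts equal those of an entry named Metazoa_SRP (-10.06). RP11-613H2.2, a processed pseudogene, had 2 counts with RNA Exome and a pooled ratio of 1823.6 in favour of Depletion (503.9 to 15072). ESR1, the estrogen receptor gene, rose by 0.79 (SE 0.21, adjusted p = 0.00576) and ERBB2 by 0.65 (SE 0.17, adjusted p = 0.00484), and without the block their adjusted p values were 0.925 and 0.316. PGR, the progesterone receptor gene, had a log2 fold change of -0.44 (SE 0.30, adjusted p = 0.244).
No other list passed. T and NK cell markers had 3 of 6 higher (5 adjusted over the list alone; camera adjusted p = 0.0938), red blood cell genes 1 of 4 higher and 3 lower (0.166), immediate early genes 7 of 28 higher and 9 lower (0.317). Histone genes had 18 of 47 higher and 7 lower (0.321), and interferon response genes 5 of 19 higher (0.485). Adipocyte markers had 6 of 17 higher (7 adjusted over the list alone) and 3 lower (0.576), proliferation genes 3 of 20 higher and 2 lower (0.707), and endothelial markers 4 of 13 higher and 2 lower (0.805). B and plasma cell markers had 1 of 8 higher and 1 lower (0.868), and hypoxia genes 6 of 20 higher and 4 lower (0.948). Abundant small nuclear and cytoplasmic RNAs had 15 of 27 higher and 12 lower, with a median of 1.31 and a mean of -1.46 (0.795). Over all 18659 genes tested, 5371 were higher and 3715 lower with RNA Exome at an adjusted p under 0.05 from edgeR, or 59.1% of calls higher. With the patient block left out 3500 were higher, and with size factors of the RLE kind, which moved the median of all genes by -0.19, 50.2% of calls were higher. The balance turned with at least 10 counts required in every library (3279 higher and 3590 lower) and was near even with DESeq2 (5261 and 5310), so it depends on the setting.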

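In FFzn tissue the ribosomal, oxidative phosphorylation, reference and basal genes were again higher with RNA Exome, and histone genes were higher as well. Of 78 cytosolic ribosomal protein genes, 69 rose and RPS9, RPL13 and RPL18 fell, with a median log2 fold change of 2.93 (adjusted p = 9.41e-10 from camera, or 0.646 with an estimated correlation). RPL32, encoded on chromosome 3 from 12834485 to 12841588, had 2171 ± 1027.3 CPM with RNA Exome and 33.6 ± 27.6 CPM with Depletion (mean ± SD, n = 6 each), a log2 fold change of 6.20 (SE 0.32, adjusted p = 4.79e-07 from edgeR), and RPL14 rose by 4.95. Of 48 replication-dependent histone genes, 40 rose and 4 fell, with a median of 3.42 (camera adjusted p = 1.71e-05, or 0.646 with an estimated correlation). HIST1H2BD, whose mRNA lacks a poly(A) tail in its main form, rose by 6.23 (SE 0.30, adjusted p = 3.69e-07) and HIST1H2BC by 3.43.
Of 75 oxidative phosphorylation genes, 59 rose and 8 fell, with a median of 2.08, and NDUFA4 rose by 5.47 (SE 0.37, adjusted p = 1.77e-06) and ATP5J2, a subunit of ATP synthase, by 4.04 (camera adjusted p = 3.03e-05, or 0.646 with an estimated correlation). Of 24 long non-coding RNAs, 17 fell and 4 rose, with a median of -5.79 (camera adjusted p = 0.000134, or 0.411 with an estimated correlation), with a summed CPM again higher with RNA Exome (13711 against 6568.3). EPB41L4A-AS1 was at -9.33 and LINC00657, also known as NORAD, at -6.36, while SNHG1, MALAT1, SNHG8 and ZFAS1, named after their values were seen, rose. Of 14 reference genes, 13 rose and 0 fell, with a median of 2.38, including GAPDH of glycolysis (4.04) and the transcription factor gene TBP (2.48; camera adjusted p = 0.00167, or 0.646 with an estimated correlation). Of 15 basal and myoepithelial markers, 12 rose and OXTR fell, with a median of 1.54, and the myoepithelial genes ACTG2 and MME rose by 3.73 and 2.54 (camera adjusted p = 0.0151, or 0.646 with an estimated correlation). Of 13 mitochondrial mRNAs, 9 fell and 0 rose, with a median of -1.65, and the complex I genes MT-ND6 and MT-ND1 fell by 5.40 and 3.36 (camera adjusted p = 0.0151, or 0.646 with an estimated correlation). Of 15 heat shock genes, 11 rose and HSPA4L fell, with a median of 1.93, and the chaperone HSPA8 rose by 4.92 and its cochaperone BAG3 by 3.31 (camera adjusted p = 0.0248, or 0.646 with an estimated correlation).
The remaining lists did not pass. Macrophage markers had 10 of 13 higher and C1QC lower (camera adjusted p = 0.053), proliferation genes 14 of 20 higher and 4 lower (0.0702), red blood cell genes 3 of 6 higher, all of them hemoglobin genes (0.0702). Immediate early genes had 8 of 28 higher and 14 lower (0.143), and hypoxia genes 10 of 19 higher and 2 lower (0.24). T and NK cell markers had 7 of 13 higher and 3 lower, fibroblast and matrix genes 11 of 19 higher and 5 lower, and adipocyte markers 7 of 17 higher and 3 lower (0.326 each). The 5 lower matrix genes were the collagen genes COL1A1, COL1A2, COL3A1, COL5A1 and COL6A1. Small nuclear and cytoplasmic RNAs had 12 of 28 higher and 14 lower (0.59), and luminal markers 9 of 18 higher and 7 lower (0.657). Interferon response genes had 10 of 20 higher and 7 lower (0.736), B and plasma cell markers 4 of 11 higher and 3 lower (0.761), and endothelial markers 6 of 13 higher and 6 lower (0.808).
SNORA27, a small nucleolar RNA, had 0 counts with Depletion in FFzn tissue and was at least 1742.2-fold higher with RNA Exome. GOLGA6L4 and the pseudogene RP11-761N21.2 were at least 709.7-fold and 420.3-fold higher on the same floor of 3 counts. SNORD116-16 had a pooled ratio of 5980.9 (95% counting interval 1655.5 to 49388), and SNORD89 and RP11-152F13.10 rose by 11.50 and 11.37. FP236383.7, CTA-292E10.8, MIR3687-1 and RP11-702L15.4 had 0 counts with RNA Exome and were at least 6199.7-fold, 2888.3-fold, 2515.6-fold and 2037.8-fold lower than with Depletion. MIR663AHG and RP5-837J1.4 had 1 count each with RNA Exome, with pooled ratios of 28467 (5108.2 to 1124500) and 15989 (2868.6 to 631620) in favour of Depletion. ESR1 had a log2 fold change of 1.76 (SE 0.41, higher in 5 of 6 pairs, adjusted p = 0.00319 from edgeR and 0.0979 without the block), PGR of -0.20 (adjusted p = 0.572) and ERBB2 of -0.16 (adjusted p = 0.452).
Of 20095 genes tested, 8198 were higher and 7353 lower with RNA Exome in FFzn tissue. This balance depends on the setting. It turned with no filter on low counts (9126 higher and 9726 lower) and was near even without the patient block (7309 and 7305). Library sizes without TMM moved the median of all genes by 0.34 and TMM on protein-coding genes by -0.13. Among 17285 genes tested in both tissues, 4129 were higher in both (2372.5 by chance for independent lists), 2344 were lower in both (1042.8 by chance) and 730 were called in opposite directions. The fold changes had a Spearman rho of 0.614 across genes, which are not independent replicates.

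**Figure D2:**
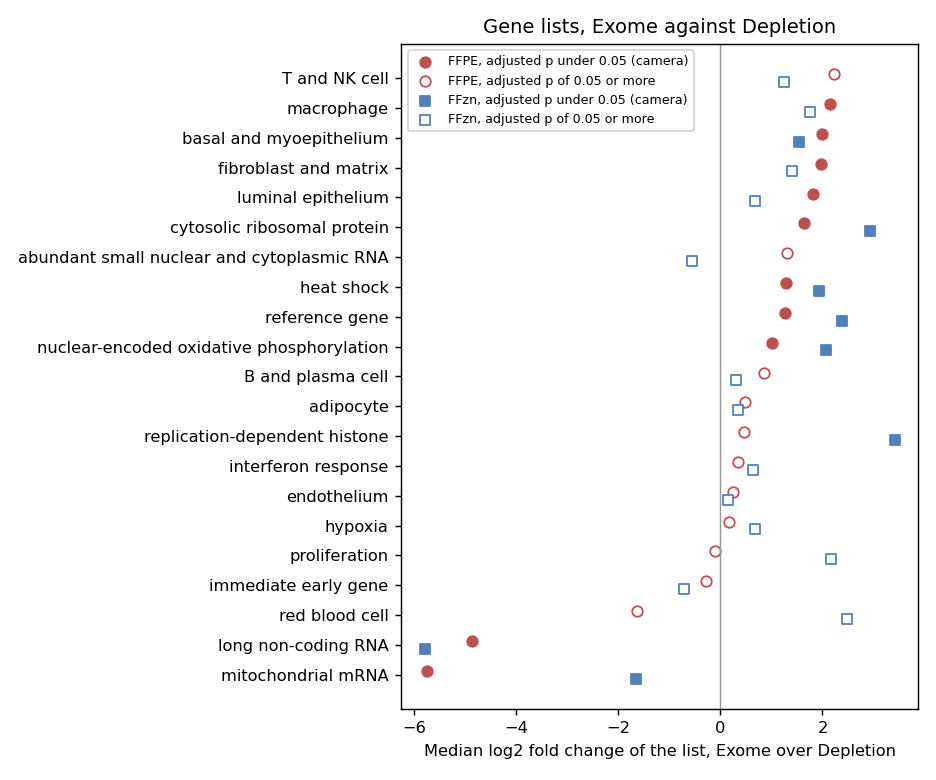
Median log2 fold change of RNA Exome over Depletion for each of 21 gene lists, in FFPE tissue (circles) and FFzn tissue (squares). Filled symbols have an adjusted p under 0.05 from camera with a preset inter-gene correlation of 0.01; mitochondrial mRNAs lie at -5.75 in FFPE tissue and -1.65 in FFzn tissue, and the sign of the hypoxia and proliferation lists in FFPE tissue turned under another scaling.

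The paper weighs the mapped reads and junctions of these libraries together with SNP confirmation rates and clustering with PolyA libraries, which were not analysed here, and from these metrics reasons to a choice of protocol for the main study (Additional file 1).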

Overall, the RNA Exome protocol showed superior performance compared to the Depletion protocol in terms of these bioinformatics metrics and was selected as the library protocol to process all samples in the main study (Additional file 1, Fig. 1b).

### Sample QC based on bioinformatics metrics

All study samples and technical controls were submitted for library preparation using RNA Exome protocol. Library concentration was gathered on the individual samples prior to hybridization capture and is hereafter referred to as the “pre-capture” library. 40 samples failed this step due to low pre-capture library output. The remaining samples were submitted for RNA sequencing in ten batches as detailed in the methods section (Fig. 1b). 

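Counts from 62 FFPE biopsies of BBD, all prepared with the RNA Exome protocol, were analysed. Additional file 8 of the paper lists 62 study samples that passed QC and 28 that failed, with replicates and technical controls besides, and the failed samples, replicates and controls were not analysed here. Total counts ran from 27698889 to 117394904 per sample, with a median of 71629393.5. The authors' alignment and counting were those of the pilot libraries. From the counts, gene_reads was taken as the total per sample, gene_tpm4 as the number of genes with TPM over 4, and median_cor_expr as the median Spearman correlation of a sample's TPM over all genes with the other 61 samples. Which genes entered the correlation is not named in the paper's text. Relations between metrics were tested with 100000 random permutations, two-sided, so that the smallest p is 1e-05, and again without the 2 samples farthest from the median of the first metric. The batches of Additional file 8 are given per subject and were not tied to single samples here, so values for pooled batches are given from the paper's own table.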

Bioinformatics quantification of gene expression was then performed, and qc metrics were collected, including sample-wise median gene expression correlation (median_cor_expr), number of gene mapped reads (gene_reads), number of detectable genes with transcript per million (TPM) larger than 4 (gene_tpm4). 

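In most of the 62 biopsies, protein-coding genes held about the same large share of the counts and MALAT1, a nuclear long non-coding RNA, held several percent on its own. Protein-coding genes took a median of 81.2% of the counts (71.4% to 87.9%), and MALAT1 alone a median of 9.06% (4.89% to 20.6%). The 10 most abundant genes of each sample took a median of 15.6% (10.8% to 29.6%). The median_cor_expr of the samples had a median of 0.831 and a mean of 0.822 (SD 0.0263, n = 62), with a range of 0.705 to 0.847. It lay between 0.8 and 0.9 in 52 samples and under 0.75 in 1 sample.
Samples in which the 10 most abundant genes took more of the counts had a lower median_cor_expr (rho = -0.362, permutation p = 0.0037, adjusted p = 0.0111 over 6 relations, r = -0.326, permutation p = 0.011, r = -0.347 without the 2 farthest samples). The share of MALAT1 had no detectable relation with the number of genes with TPM over 4 (rho = 0.00516, permutation p = 0.97, r = 0.0196, permutation p = 0.88, r = 0.0609 without the 2 farthest samples; adjusted p = 0.97). The sample with the lowest median_cor_expr, 0.705 against 0.755 for the next, had counts in 34613 genes, against a median of 22983 and a highest value of 27819 among the other samples. The median depends on the genes taken: it was 0.886 over protein-coding genes and 0.743 over genes with a mean TPM over 1.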

Median_cor_expr was calculated for each sample as its median correlation of gene expression with all other samples in the cohort, and was between 0.8 and 0.9 for most samples (Fig. 2a). Based on the 11 study sample replicates, we first evaluated the relationship between false positive rate (FPR) and median_cor_expr (Fig. 2b). Replicates with lower median_cor_expr tend to have higher FPR. For samples with extremely low median_cor_expr, FPR decreased and plateaued around 20% likely due to a reduced number of detectable genes. Similar trends were observed between FPR and median_cor_expr when applying an expression cutoff before calculating FPR. Due to the limited number of study replicates within median_cor_expr range of 0.7 and 0.8, a median_cor_expr value around the inflection point (0.75) was selected as a cutoff to identify qc failed samples. We next investigated the relationship between median_cor_expr and gene_tpm4 (Fig. 2c). Samples with higher gene_tpm4 had better median_cor_expr; a median_cor_expr of 0.75 corresponding to a value of 11,400 for gene_tpm4 was selected as the threshold. 

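Biopsies in which more genes reached a TPM of 4 tended to have expression closer to the rest of the cohort, with exceptions among the samples of lowest median_cor_expr. Over 62 samples, the ranks of median_cor_expr and gene_tpm4 rose together (rho = 0.431, permutation p = 0.00062, adjusted p = 0.00372 over 6 relations). The linear relation did not hold over all samples (r = -0.0587, permutation p = 0.65) but did without the 2 samples with the farthest median_cor_expr (r = 0.378, permutation p = 0.0029, rho = 0.562). One of these 2 samples had both the lowest median_cor_expr and the highest gene_tpm4, 16945 genes against 14908 in the next sample. Its summed expression of olfactory receptor genes, which are silent in breast, was 966.8 CPM, against a median of 106.9 CPM and a highest value of 1236 CPM in the other samples. Across the samples gene_tpm4 had a median of 12962.5 genes.

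**Figure D3:**
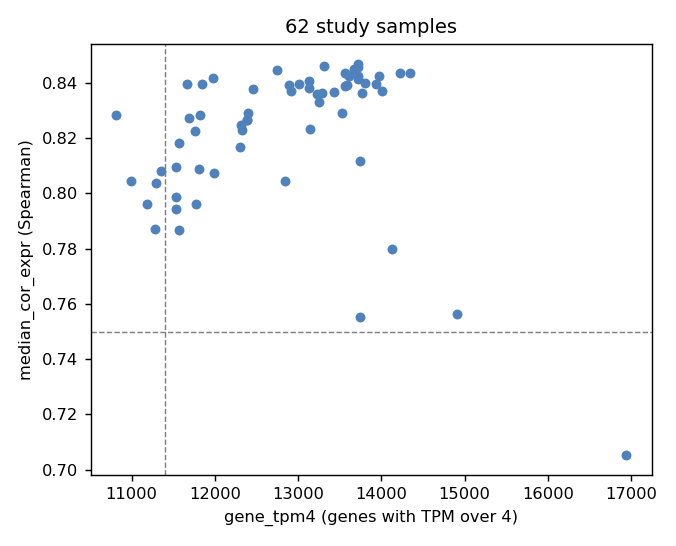
Median_cor_expr (Spearman correlation) against gene_tpm4 (number of genes with TPM over 4) for 62 study samples, one point each. Dashed lines mark the thresholds of 0.75 and 11400; the sample at 16945 genes and 0.705 lies apart from the others.

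In the paper's own Additional file 8, the metrics named Mediancor and TPM4 had a rho of 0.731 over all 90 study samples (r = 0.745, r = 0.668 without the 2 farthest), 0.514 over the 62 that passed QC (r = 0.293, r = 0.509 without the 2 farthest) and 0.799 over the 28 that failed (r = 0.62, r = 0.472 without the 2 farthest). With batches pooled, which keeps differences between batches, the rho was 0.648 for batches 1 to 7 (n = 69, r = 0.603, r = 0.419 without the 2 farthest) and 0.805 for batches 8 to 10 (n = 21, r = 0.787, r = 0.655 without the 2 farthest), each with a permutation p of at most 2e-05 and an adjusted p of at most 2.86e-05 over 10 relations. From this relation the paper takes the number of genes that corresponds to its threshold for median_cor_expr as the threshold for gene_tpm4.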

Finally, we examined the relationship between gene_reads and gene_tpm4 (Fig. 2d). Samples with increased gene_reads had higher gene_tpm4. 

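Among the 62 study samples, deeper sequencing did not go with more genes over a TPM of 4. Gene_tpm4 was over 13000 genes in 31 samples. A relation with gene_reads was not detectable (rho = 0.0622, permutation p = 0.63, adjusted p = 0.756 over 6 relations, r = 0.0166, permutation p = 0.9, r = 0.0397 without the 2 farthest samples). Samples with more gene_reads reached at least 10 counts in more genes (rho = 0.251, permutation p = 0.049, r = 0.27, permutation p = 0.034, r = 0.249 with permutation p = 0.055 without the 2 farthest samples). The share of counts in the 10 most abundant genes had a rho of -0.188 with gene_tpm4 (permutation p = 0.14, adjusted p = 0.21, r = -0.176, permutation p = 0.17, r = -0.148 without the 2 farthest samples). With median_cor_expr, gene_reads had r = 0.347 (permutation p = 0.005, adjusted p = 0.03, r = 0.325 without the 2 farthest samples) and rho = 0.236 (permutation p = 0.064, adjusted p = 0.128).
In the paper's own Additional file 8, reads mapped to genes and TPM4 had a rho of 0.521 over all 90 study samples (permutation p = 1e-05, the smallest possible, adjusted p = 2e-05 over 10 relations, r = 0.56, r = 0.581 without the 2 farthest). The rho was 0.0727 in the 62 samples that passed QC (permutation p = 0.57, r = 0.0442) and 0.471 in the 28 that failed (permutation p = 0.012, adjusted p = 0.0133, r = 0.501). It was 0.4 in batches 1 to 7 (n = 69, adjusted p = 0.000875, r = 0.41, r = 0.462 without the 2 farthest) and 0.879 in batches 8 to 10 (n = 21, adjusted p = 2e-05, r = 0.741, r = 0.731 without the 2 farthest).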

The trend saturated with gene_tpm4 around 13,000, with a gene_tpm4 of 11,400 (roughly 85% of saturation) corresponding to 25 million gene_reads. 

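Under the thresholds of 0.75 for median_cor_expr, 11400 genes for gene_tpm4 and the paper's lower limit for gene_reads, 55 of the 62 study samples passed all 3 and 7 were under at least 1 of them. Of the 62 samples, 0 were under the limit for gene_reads, 1 was under 0.75, and 6 had fewer than 11400 genes with TPM over 4. These 6 samples had 10816 to 11357 such genes. Counted over protein-coding genes alone, 55 samples had fewer than 11400 genes with TPM over 4, and counted as CPM over 4 only 1 had. The paper's values for the 62 samples that passed QC (Additional file 8) run from 11418 to 17421 for TPM4, with a median of 13480.5, and from 0.752 to 0.887 for Mediancor, with a median of 0.840.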

Samples were therefore identified as QC failed when meeting any of the following criteria: 1) low median sample-wise correlation within the cohort (median_cor_expr < 0.75); 2) low number of detectable genes (gene_tpm4 < 11,400); 3) low number of reads mapped to gene regions (gene_reads < 25 million). We also evaluated the effect of sample size on the calculating of median_cor_expr (Additional file 2). Median_cor_expr are very stable with different sample sizes, and we start to achieve a good estimation even when the sample size is small (10–20 range). This confirms that our using of median correlation is robust and applicable even to small study size.

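Each biopsy's resemblance to the cohort was estimated again from a part of the other samples. When median_cor_expr was recomputed from 10 of the other samples, drawn 100 times, its SD over draws had a median of 0.00806 over the 62 samples, against a spread of 0.0263 (SD) between samples. With 20 other samples the SD was 0.00522, with 30 it was 0.00396, with 40 it was 0.00318 and with 50 it was 0.00213. The largest deviation of any draw from the full value was 0.0407 with 10 samples, 0.0270 with 20 and 0.0129 with 50. Between draws, 3 samples crossed the threshold of 0.75 with 10 other samples, 2 with 20, 30 or 40 and 0 with 50. Over genes with a mean TPM over 1, 35 of the 62 samples were under 0.75 before any draw. There the numbers crossing were at least 25 samples with 10 others, 22 with 20, 15 with 30, 10 with 40 and 7 with 50. Draws in which one of those 35 samples rose over 0.75 may not all be counted. The SD over draws of 10 was 0.0171 in this setting. Over all genes, the mean over draws moved by at most 0.00388 at any size, and over genes with a mean TPM over 1 by at most 0.0112. From such values the paper reasons that a median correlation can also be used in a small study.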

**Fig. 2:**
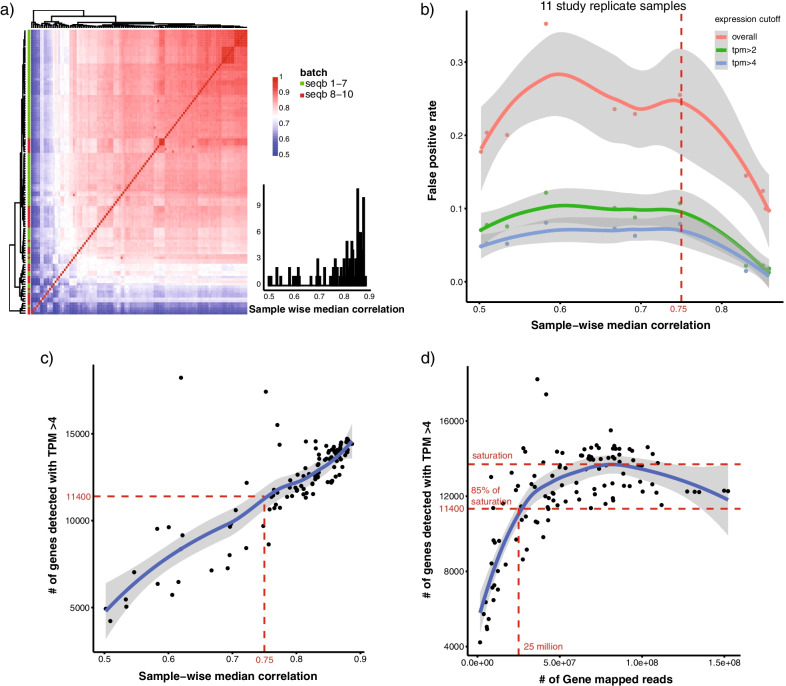
Bioinformatics QC to identify pass versus fail samples. **a** Heatmap of sample pairwise correlation of gene expression. Row color annotation bar indicate sequencing batch (seqb) 1–7 and 8–10. Right lower panel shows a histogram of the distribution of sample wise median correlation based on gene expression data. **b** Relationship between sample wise median correlation of gene expression with false positive rate using 11 study replicate samples. Samples with a sample-wise median correlation below 0.75 were classified as QC failed samples. Loess is used curve fitting and 95% confidence interval is plotted in grey bands. **c** Relationship between sample wise median correlation of gene expression with number of detectable genes with transcript per million (TPM) > 4. A cutoff of 11,400# of genes was selected to identify QC failed samples. **d** Relationship between number of gene mapped reads and total number of detected genes with transcript per million (TPM) > 4. A cutoff was selected at 80% of saturation point (20 million gene mapped reads, 10,400 # of detected genes with TPM > 4)

### Relationship between pre-sequencing lab metrics and post sequencing bioinformatics metrics

We next examined the relationship between pre-sequencing RNA metrics and post sequencing bioinformatics metrics. Among those pre-sequencing lab metrics, pre-capture library qubit values showed high correlation with bioinformatics metrics, including median_cor_expr, gene_tpm4 and gene_reads (Additional file 3). Samples failing bioinformatics qc had significantly lower library qubit values compared to qc-passed samples (p value = 2.8E−6). Figure 3 shows the detailed relationship of library qubit values with bioinformatics metrics, including median_cor_expr, gene_tpm4 and gene_reads, which were all positively correlated with library qubit (Fig. 3a–c). Local failure rate was calculated based on these bioinformatics metrics under different library qubit values. As shown in Fig. 3d, local failure rate decreased with increasing library qubit values and saturated at 20% with library qubit value around 2–4 ng/ul. We observed a similar trend with input RNA qubit (Additional file 4). Local failure rate decreased with increasing RNA qubit values and saturated at 25% with an RNA qubit value ~ 20 to 30 ng/ul. The recommended quantities of starting FFPE material according to the vendor corresponds to a range of DV200 values, with the lowest recommended quality at DV200 of 30–50%, and lowest corresponding input of 4.7 ng/ul. Recommendations for input RNA using DV50 or DV100 values has not been evaluated by the vendor.

**Fig. 3:**
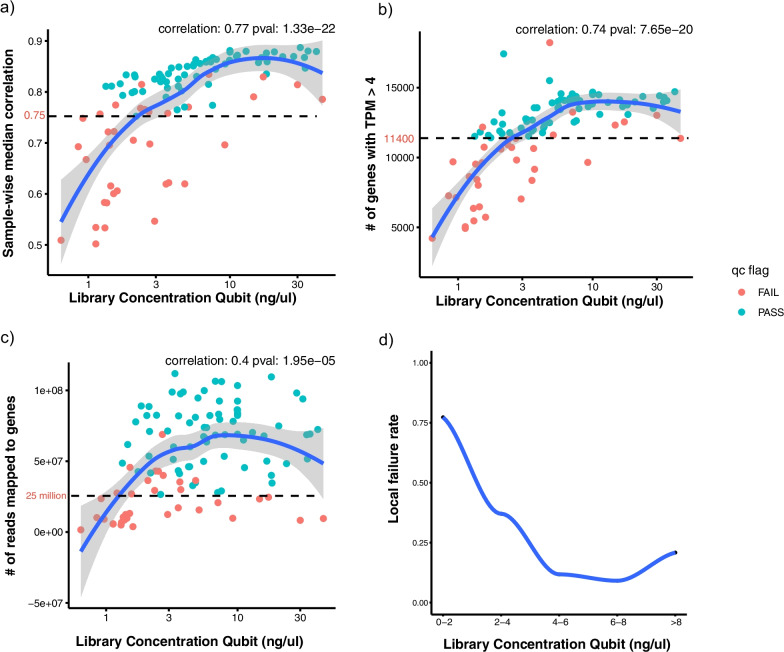
Correlation of pre-capture library concentration with bioinformatics metrics for all samples excluding FFzn controls. Scatter plot of RNA library concentration (ng/ul) with three bioinformatics metrics. Samples colored in red/green indicates qc failed/pass samples according to sample-wise median correlation, number of detected genes with TPM higher than 4, number of gene mapped reads. Spearman correlation and p value are shown on the upper right of each panel. A smooth line was fit to the data using loess and 95% confidence interval was also indicated as grey shaded area. **a** Scatter plot of library concentration with sample wise median correlation. Dashed line indicates a correlation of 0.75. **b** Scatter plot of library concentration with number of genes with transcript per million (TPM) higher than 4. Dashed line indicates 11,400 genes. **c** Scatter plot of library concentration with total number of gene mapped reads. Dashed line indicates 25 million gene mapped reads. **d** Scatter plot of library concentration with estimated local/regional failure rate calculated based on bioinformatics metrics within each window of library concentration

### Prediction of QC failed samples based on pre-sequencing metrics

We next built a decision tree model to learn the relationship between pre-sequencing lab metrics and qc pass/fail status as determined by bioinformatics metrics. Samples were split into training and testing sets with a ratio of 7:3. Repeated cross validation was used to determine the optimal ‘complexity’ parameter used to build the training model (Fig. 4a). We found that pre-capture library concentration had higher feature importance compared to RNA concentration (Fig. 4c). Finally, we evaluated the performance of the training model by applying it to the testing set and were able to achieve an F score of 0.848. As shown in Fig. 4b, we grouped the samples into three categories based on RNA and pre-capture library concentrations: 1. Low/marginal quality (RNA qubit < 25 ng/ul); 2. Intermediate quality (RNA qubit ≥ 25 ng/ul and library qubit < 1.7 ng/ul); 3. Good quality (RNA qubit ≥ 25 ng/ul and library qubit ≥ 1.7 ng/ul). The decision tree-based model was chosen due to its high interpretability. Logistic regression analysis on the model achieved a similar performance in terms of F score (0.844).

**Fig. 4:**
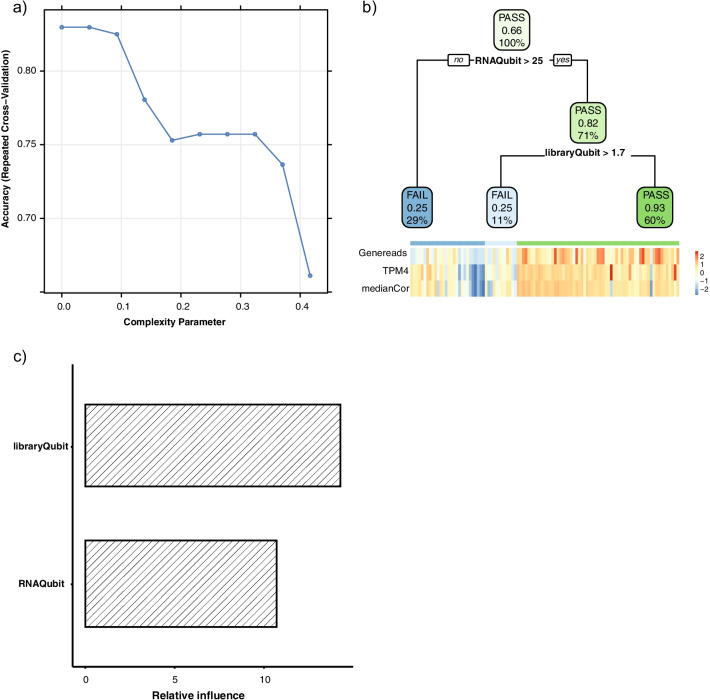
A decision tree model to predict QC pass/fail based on pre-sequencing lab metrics. QC pass and fail refer to sample status defined by bioinformatics metrics; QC failed samples were those excluded from the final dataset. **a** Parameter tuning based on repeated cross validation using grid search with 10 choices of complexity parameter. Complexity parameter with the highest cross-validation accuracy was used to build the final model. **b** Decision tree diagram with branches indicating specific cutoffs based on pre-sequencing metrics that were predictive of the qc pass/fail status. Samples with RNA qubit higher than 25 ng/ul and pre-capture library qubit higher than 1.7 ng/ul shows the best RNA-seq data quality. There are three values in each box/node. The upper value (PASS/FAIL) in each box indicates the predicted qc status based on pre-sequencing lab metrics at each branch of decision tree. The middle number in each box indicates the ratio of qc-pass samples as defined by bioinformatics metrics. The bottom number in each box indicates the percentage of total number of samples within each box. The lower panel indicates a heatmap of the three metrics (number of gene mapped reads, number of detected genes with TPM higher than 4, sample-wise median correlation) that were used to define QC status. The upper annotation bar of the heatmap indicates the three leaf nodes predicted by the decision tree. **c** Relative contribution/influence of the pre-sequencing lab metrics in building the final model

### False positives evaluation based on FFPE and fresh frozen replicates

We also evaluated the reproducibility across sequencing batches using FFPE and FFzn replicates (Additional file 5). As expected, FFPE replicates had higher overall FPR compared to FFzn replicates (18.4% vs. 12.7%). By applying an expression cutoff of tpm > 4, FPR for both FFPE and FFzn replicates decreased significantly (1.35e−2 vs. 4.19e−3). We further investigated the relationship between MAD (Max Absolute Difference) and gene-level features including gene length and GC content for FFPE replicates. As shown in Additional file 5, shorter genes were more variable and had larger MAD compared to longer genes. GC content had a moderate positive correlation with MAD indicating that genes with high GC content were more likely to be influenced by FFPE procedure. In summary, FFPE replicates showed similar reproducibility as FFzn replicates across sequencing batches. Genes with short length or high GC content are more likely to be influenced by FFPE procedure.

## Discussion

In this study, we evaluated two commonly used RNA library protocols for FFPE samples: RNA exome capture and rRNA-depletion, using seven paired FFPE-FFzn samples. Samples processed using the RNA exome capture protocol showed a higher percentage of gene mapped reads, captured a higher number of canonical junctions, generated better SNP concordance rate and demonstrated better concordance with TruSeq PolyA data. Next, we sought to identify pre-sequencing metrics that could be used to predict sample pass/fail status based on post-sequencing bioinformatics metrics. All study samples along with replicate samples were processed using the RNA exome protocol. Three bioinformatics metrics were determined to identify qc-failed samples, including sample-wise median correlation (median_cor_expr), number of gene mapped reads (gene_reads), number of detectable genes with transcript per million (TPM) larger than 4 (gene_tpm4). Finally, a decision tree-based model was built to examine the relationship between pre-sequencing lab metrics and qc-status as defined by post-sequencing bioinformatics metrics. Based on the model, we recommend a minimum of 25 ng/ul for RNA concentration and 1.7 ng/ul for pre-capture library concentration for FFPE samples to generate good quality RNA-seq data for bioinformatics analysis. We also demonstrated that FFPE replicates have similar reproducibility compared to FFzn replicates across sequencing batches. However, genes with short length or high GC content are more likely to be influenced by the FFPE procedure.

Clinical biospecimens are typically stored as FFPE blocks, representing an invaluable source of material for biomedical research. FFPE blocks enable prolonged storage of clinical samples, preserving both tissue morphology and nucleic acids information. However, FFPE processing and tissue storage have been shown to affect RNA quality, thus limiting gene expression quantification by technologies like RNA sequencing. Our study provides a guideline for future research that utilizes FFPE samples for RNA-seq. By following these recommendations, sequencing samples with RNA and library input higher than our recommended values will not only help yield a better success rate for RNA sequencing, but also help to prevent unnecessary cost for sequencing.

There are several limitations for our study. Firstly, we benchmarked two commonly used library preparation protocols for FFPE samples using bioinformatics metrics, including SNP confirmation rate. SNP confirmation rate (precision) was calculated as the percentage of true SNPs (called by WES data) within the SNPs identified by RNA-seq for the same sample. This does not consider RNA specific mutations introduced by events like RNA editing. However, RNA editing events are considered very rare and the expected SNP confirmation rate should be very close to our calculation in Additional file 1 [25]. Allele specific gene expression could lead to discordance between SNP calls generated from RNA-seq and WES, e.g., RNA-seq might fail to capture mutations where the non-mutant allele is expressed [26]. This is also the reason that we are focusing on precision rather than sensitivity of SNPs called by RNA-seq and WES. Secondly, when performing bioinformatics QC using replicate samples, due to the limited number of replicate samples with median_cor_expr around 0.7 and 0.8 range, we arbitrarily selected a cutoff value (0.75) around the inflection point of the loess-fitted curve between median_cor_expr and FPR. This criterion will potentially affect our definition of qc pass/fail as determined by those bioinformatics metrics. To provide the user with more flexibility in selecting cutoffs for those bioinformatics metrics, we have provided a documentation that enables the end-user to define customized cutoffs based on their preference of stringency: https://github.com/Liuy12/FFPEinput. Thirdly, the concentration of RNA in the original samples is highly dependent on the amount of input tissue, original handling and storage of the sample, the extraction method used, and perhaps most importantly, the elution volume used following extraction and purification. It is difficult to compare these amounts across samples or studies unless all these factors are controlled. The library concentrations are more comparable since they are based on a consistent total RNA amount going into the library prep. Finally, bioinformatics metrics in this study were derived from breast tissue and might not be readily applicable to other tissue types, but our recommendations for study design and bioinformatics QC procedure can be tailored for other studies involving different tissue types.

Other than RNA and library input metrics, we also investigated other pre-sequencing lab metrics including DV50, DV100, DV200 values. The recommended quantities of starting FFPE material according to the vendor corresponds to a range of DV200 values, with the lowest recommended quality at DV200 of 30–50%. Recommendations for input using DV50 or DV100 values has not been evaluated by the vendor. Due to the RNA input limit, we were only able to quantify around 70% of all study samples for DV metrics. Based on those limited data, we observed that DV50 is highly correlated with DV100 values. Both DV50 and DV100 have moderate correlation with DV200, a conventional metric for measuring RNA quality (Additional file 6). DV50 value is identified as the top predictive feature for sample failure using a recursive feature elimination algorithm. Including DV50 in building the decision tree model showed similar performance compared to using RNA/library input metrics alone (Additional file 7). We suspect that this could be due to the decreased sample size with available DV values. According to the model, samples with DV50 values bigger than 82 are more likely to generate successful RNAseq data. We have included a detailed table containing all sample-related metrics (Additional file 8).

## Conclusions

We benchmarked two commonly used library preparation protocols for FFPE samples. The TruSeq RNA exome capture protocol showed a superior performance. We also provide a common bioinformatics quality control recommendation for FFPE samples. Based on our defined bioinformatics criteria, we recommend a minimum of 25 ng/ul for RNA concentration and 1.7 ng/ul for pre-capture library concentration for FFPE samples to achieve adequate RNA-seq data for downstream bioinformatics analysis.

## Supplementary Information

**Additional file 1.** Bioinformatics evaluation of library preparation protocols using FFPE and FFzn pairs.

**Additional file 2.** Evaluation of sample size on the calculation of sample wise median correlation.

**Additional file 3.** Pair-wise scatter plot among pre-sequencing lab metrics and post sequencing bioinformatics metrics.

**Additional file 4.** Correlation of pre-capture library concentration with bioinformatics metrics for all samples excluding FFzn controls.

**Additional file 5.** Evaluation of false positives based on FFPE and FFzn replicates.

**Additional file 6.** Pair-wise scatter plot among pre-sequencing lab metrics and DV50/100/200 metrics.

**Additional file 7.** A decision tree model to predict QC pass/fail based on DV50.

**Additional file 8.** All sample related metrics including pre-sequencing lab metrics and post sequencing bioinformatics metrics.

## Data Availability

Documentation is provided to enable the end-user to define customized cutoffs based on their preference of stringency: https://github.com/Liuy12/FFPEinput. Raw sequencing data are available from the corresponding author on reasonable request.

## Abbreviations

FFPE: Formalin-fixed paraffin-embedded
IHC: Immunohistochemical
RNA-seq: RNA sequencing
FFzn: Fresh frozen
BBD: Benign breast disease
ER+: Estrogen receptor positive
ER−: Estrogen receptor negative
Cont: Control
WES: Whole exome sequencing
median_cor_expr: Sample-wise median gene expression correlation
gene_reads: Number of gene mapped reads
CPM: Counts per million
TPM: Transcript per million
gene_tpm4: Number of detectable genes with TPM larger than 4
FPR: False positive rate
DV200: The percentage of RNA fragments > 200 nt
DV100: The percentage of RNA fragments > 100 nt
DV50: The percentage of RNA fragments > 50 nt
MAD: Max absolute difference
seqb: Sequencing batch
TMM: Trimmed mean of M-values

# Supplementary material for: Quality control recommendations for RNASeq using FFPE samples based on pre-sequencing lab metrics and post-sequencing bioinformatics metrics
**Source:** BMC Med Genomics. 2022 Sep 16;15:195. doi: 10.1186/s12920-022-01355-0
**Supplement:** Supplementary file 2 — Additional file 2. Evaluation of sample size on the calculation of sample wise median correlation.

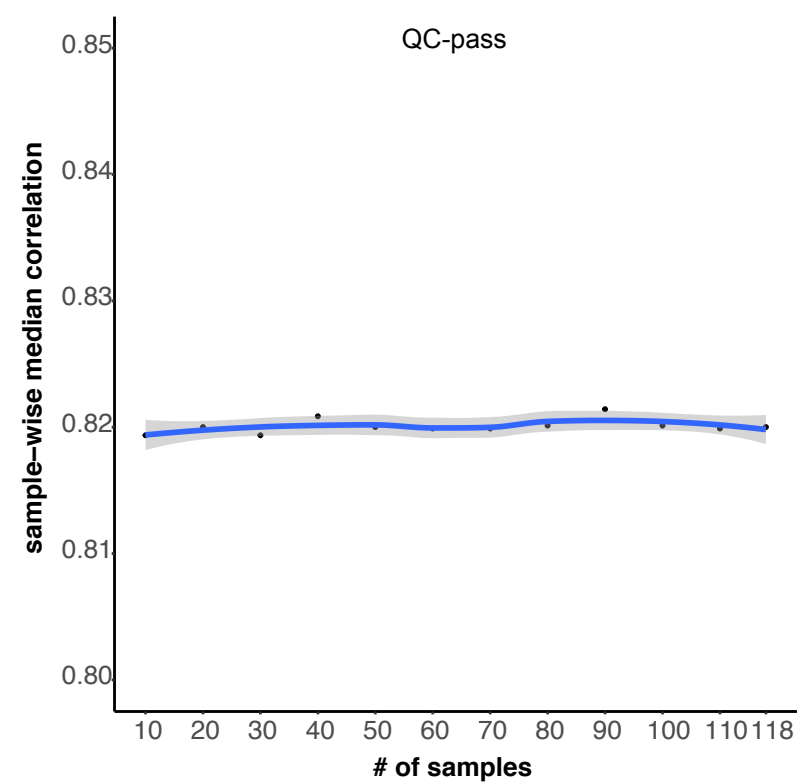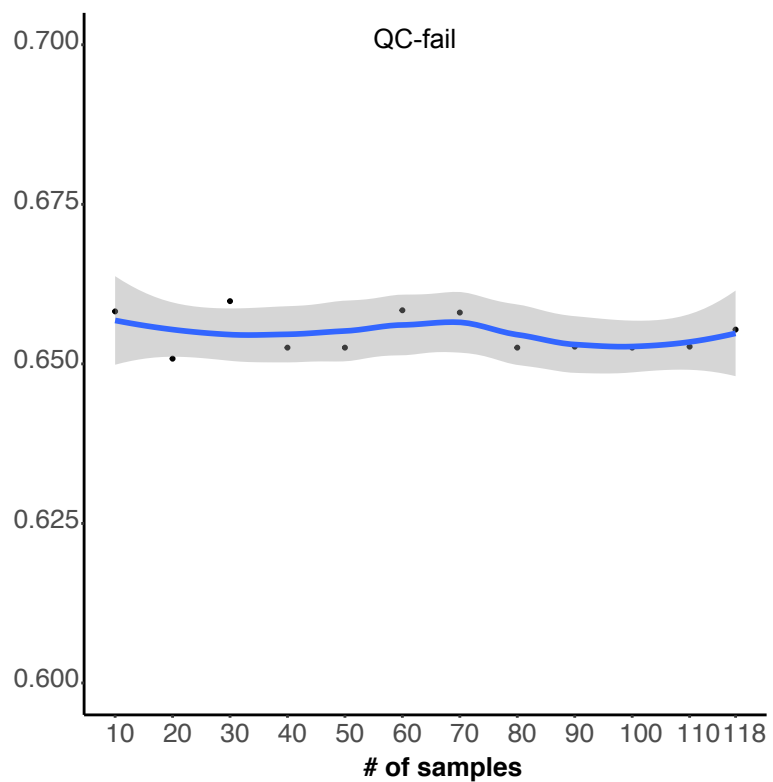

## Additional file 2

### Evaluation of sample size on the calculation of sample wise median correlation

X axis indicates # of samples based on sub-sampling. Y axis shows re-calculated sample-wise median correlation for each subset. 

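The supplement resamples the cohort: for a chosen number of samples it draws a subset, computes the Spearman correlation of the selected sample with each member and takes the median, so the spread of points at one number shows how far median_cor_expr depends on which samples were sequenced with it. The same calculation over the 62 samples here gave a 95th percentile of the deviation from the full value of 0.0193 with 10 other samples, 0.0135 with 20, 0.0106 with 30, 0.00870 with 40 and 0.00693 with 50. Samples that failed QC were not analysed here.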

Left panel shows “median\_cor\_expr” for one selected QC-pass sample. Right panel shows “median\_cor\_expr” for one selected QC-fail sample

# Supplementary material for: Quality control recommendations for RNASeq using FFPE samples based on pre-sequencing lab metrics and post-sequencing bioinformatics metrics
**Source:** BMC Med Genomics. 2022 Sep 16;15:195. doi: 10.1186/s12920-022-01355-0
**Supplement:** Supplementary file 5 — Additional file 5. Evaluation of false positives based on FFPE and FFzn replicates.

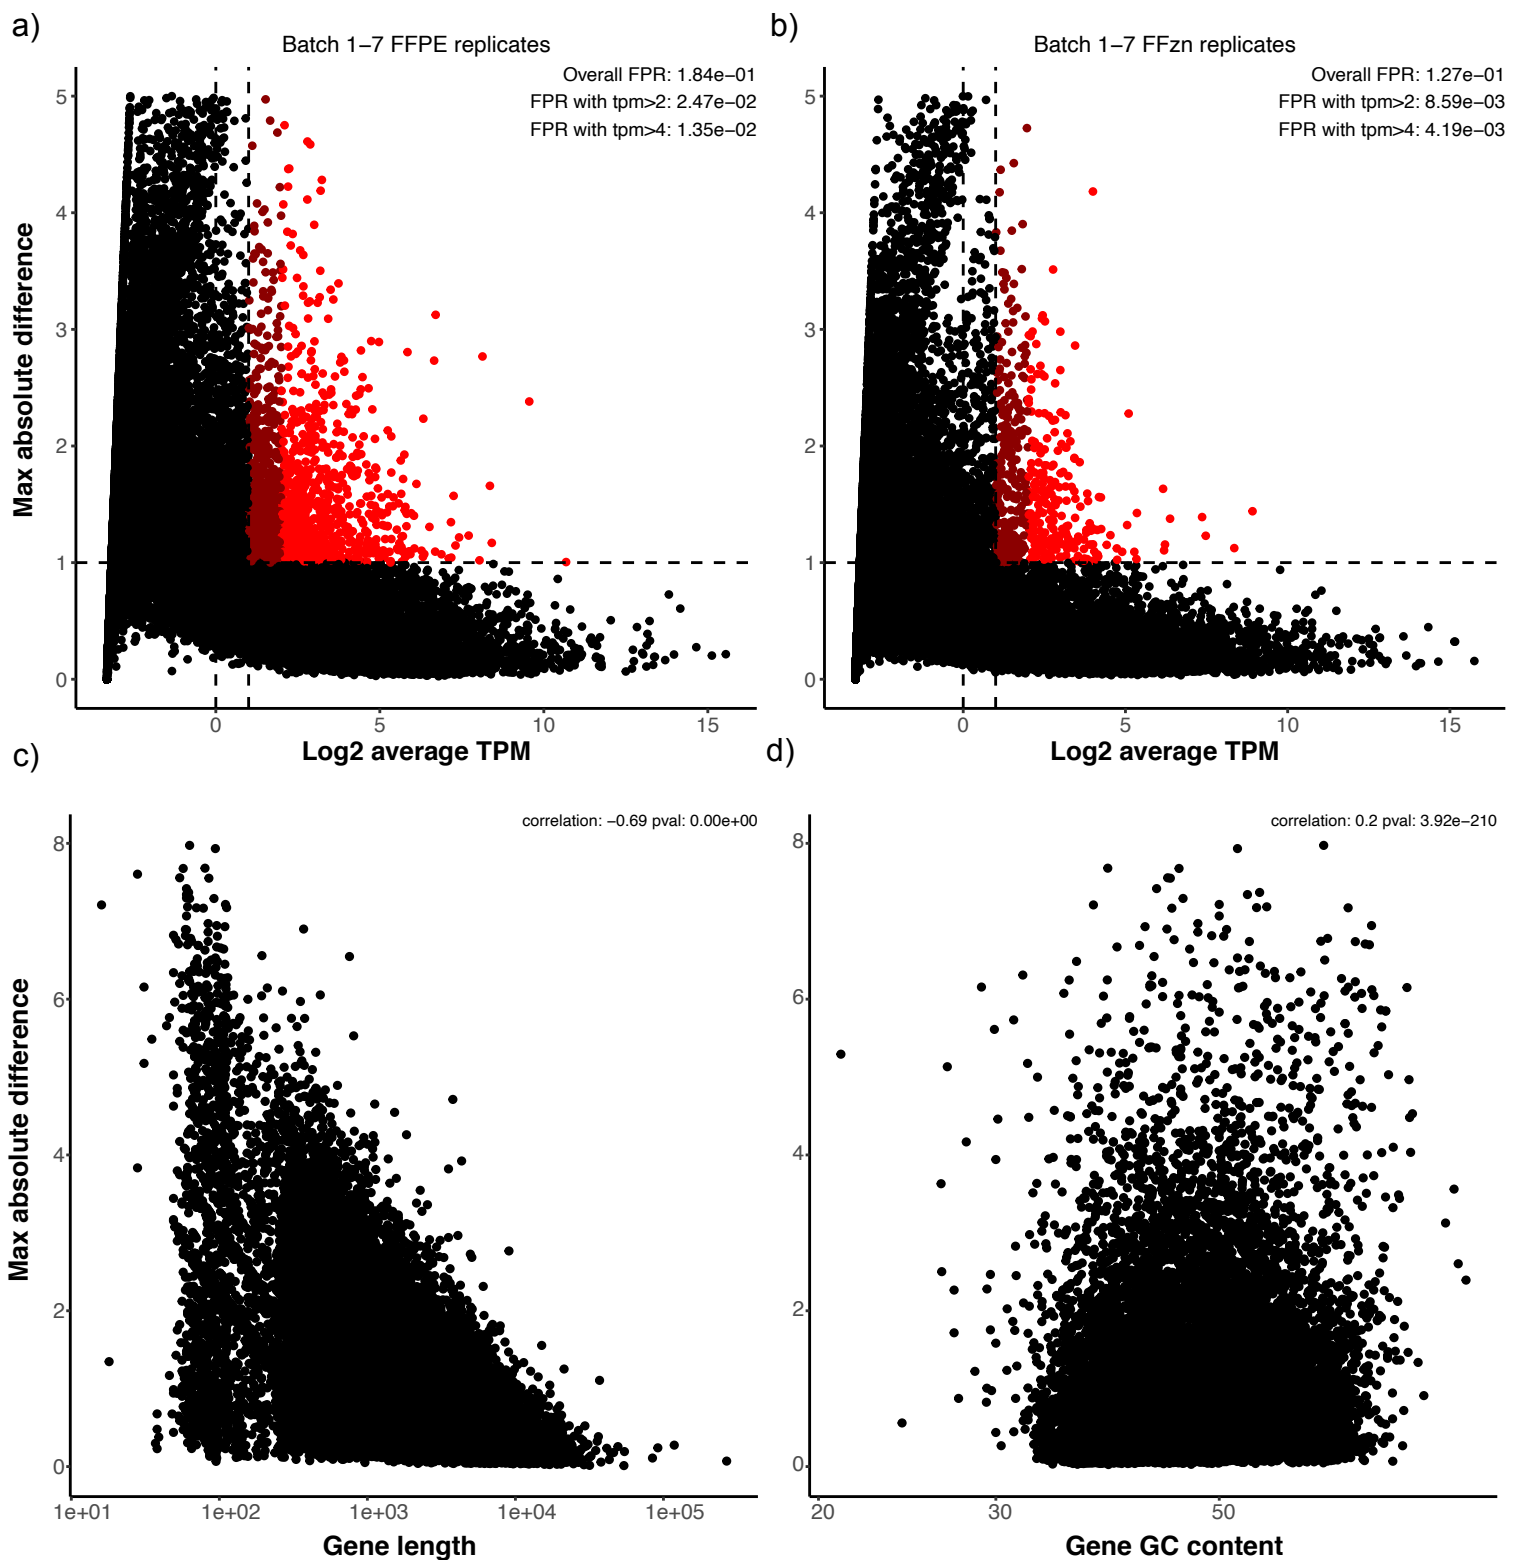

#### Additional file 5

- Scatter plot of log2 average expression with max absolute differences among FFPE replicates in sequencing batch 1 and batch 7. Vertical dashed lines indicate log2 average expression of 0 and 1. 

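Additional file 5 compares repeated libraries of the same control RNA. For each gene the maximum absolute difference is the largest gap on the log2 scale between any pair of the repeats, so a gene whose repeats were measured alike sits near the bottom of the plot and a gene over the line is counted as a false positive. The plot also carries vertical lines at fixed levels of mean expression. The remaining panels set the same difference against the length of the gene and against its share of G and C bases. The control libraries were not analysed here.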

Horizontal dashed line indicates max absolute differences of 1 (2-fold change). False positives are shown in red. The false positive rate at different cutoffs is shown in the top right-hand corner.
- Scatter plot of log2 average expression with max absolute differences among FFzn replicates in sequencing batch 1 to batch 7.
- Scatter plot of gene length with max absolute differences among FFPE replicates in sequencing batch 1 to batch 7
- Scatter plot of gene GC content with max absolute differences among FFPE replicates in sequencing batch 1 to batch 7

# Supplementary material for: Quality control recommendations for RNASeq using FFPE samples based on pre-sequencing lab metrics and post-sequencing bioinformatics metrics
**Source:** BMC Med Genomics. 2022 Sep 16;15:195. doi: 10.1186/s12920-022-01355-0
**Supplement:** Supplementary file 6 — Additional file 6. Pair-wise scatter plot among pre-sequencing lab metrics and DV50/100/200 metrics.

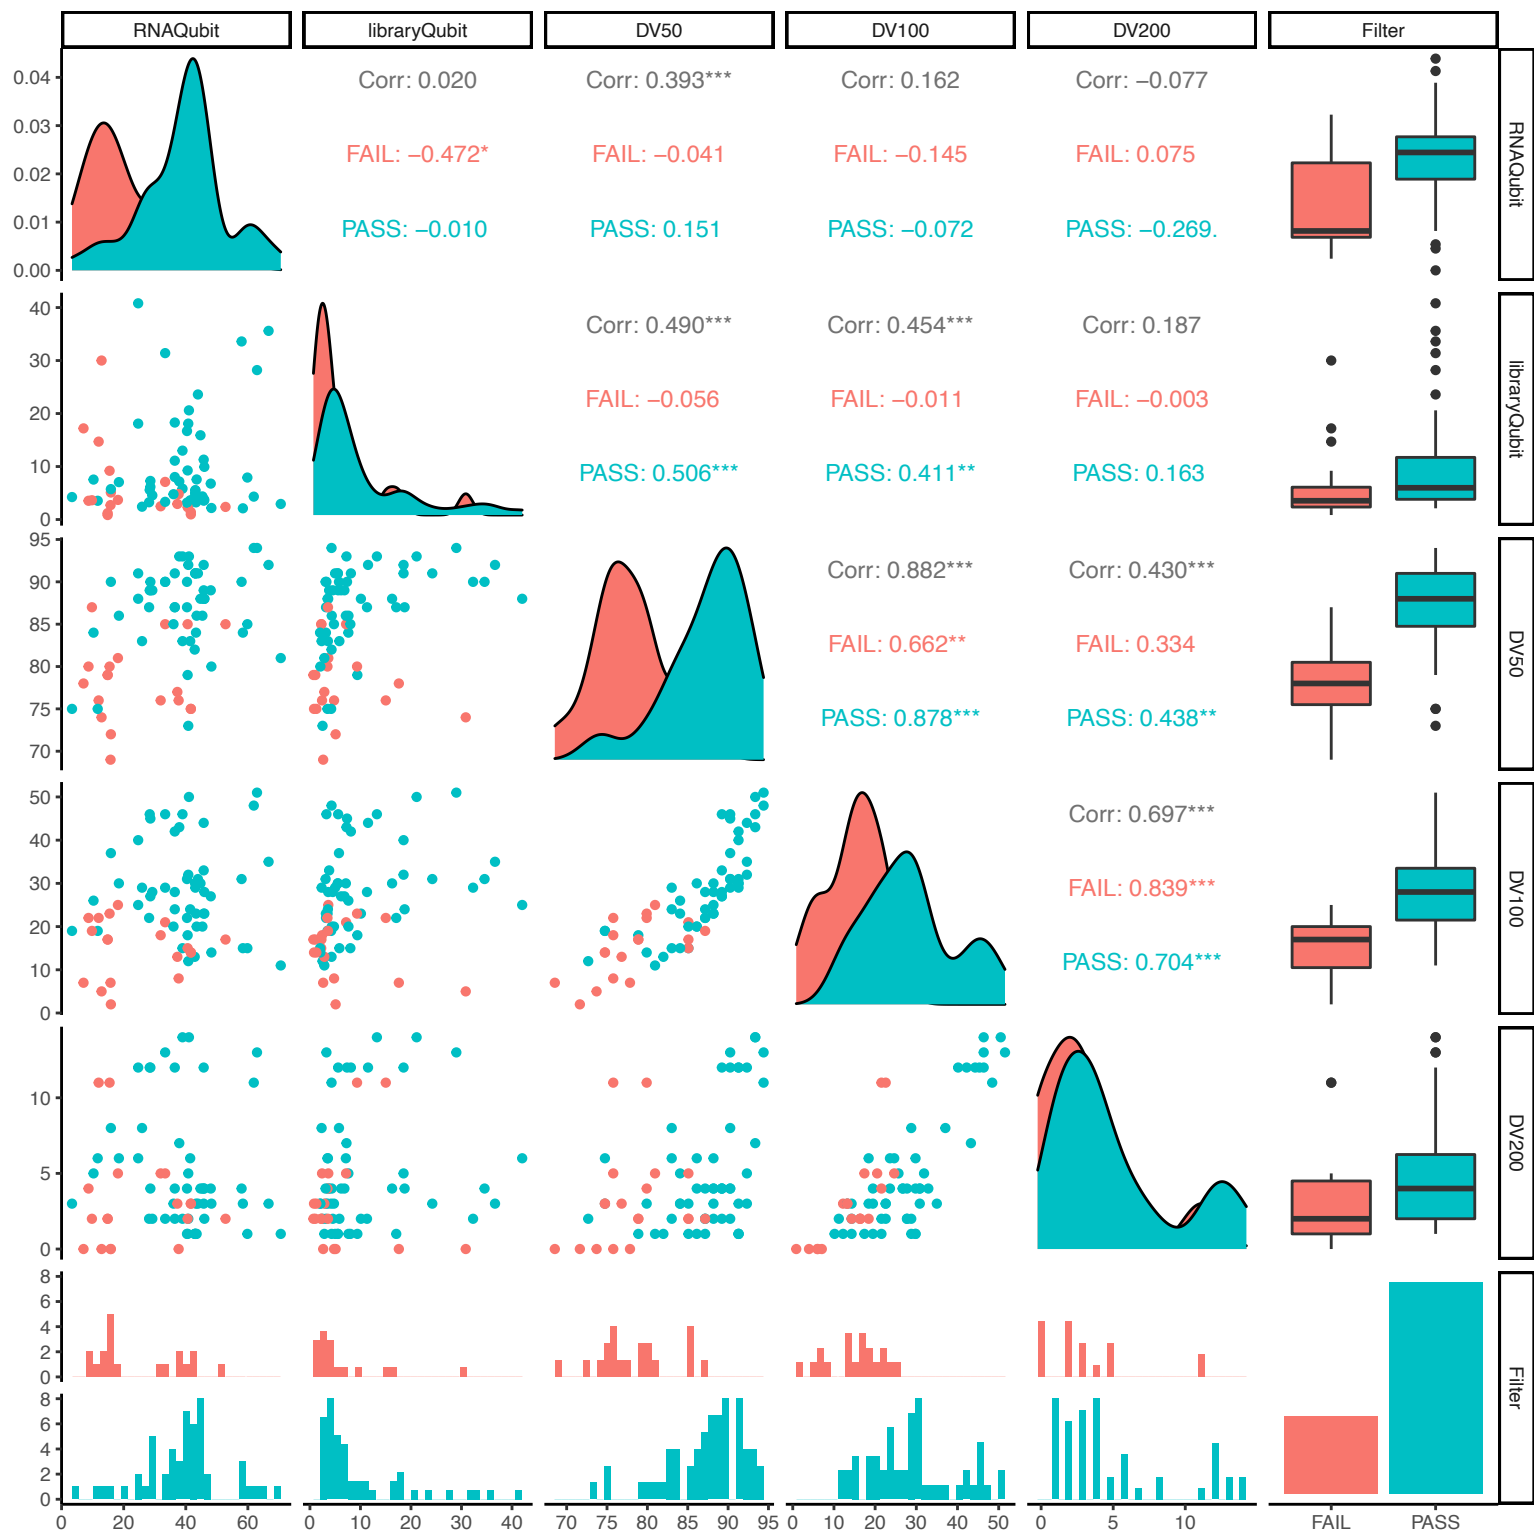

## Additional file 6

### Pair-wise scatter plot among pre-sequencing lab metrics and DV metrics

Pre-sequencing lab metrics include RNA concentration and library concentration (ng/ul). DV metrics include DV50, DV100, DV200. Scatter plots within the left triangle illustrate the relationship between two metrics colored by bioinformatics qc status (red for FAIL, green for PASS). The diagonal histograms indicate distribution of a certain metric separated by QC status. The upper triangle shows the spearman correlation between two metrics. 

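DV50, DV100 and DV200 are the percentages of RNA fragments longer than the number of nucleotides in the name, so they fall as RNA is broken down, and they were set against the concentrations of RNA and of the pre-capture library. Computed from the paper's Additional file 8 for 71 libraries with usable DV values (67 study samples and 4 study replicates), DV50 rose with RNA concentration (rho = 0.393, permutation p = 0.00061, adjusted p = 0.00256 over 24 relations, r = 0.443, permutation p = 0.00012, r = 0.398 without the 2 farthest samples). It also rose with library concentration (rho = 0.49, permutation p = 3e-05, adjusted p = 0.00072, r = 0.33, permutation p = 0.0045, r = 0.309 without the 2 farthest samples). DV100 rose with library concentration too (rho = 0.454, permutation p = 9e-05, adjusted p = 0.00108, r = 0.266, permutation p = 0.024, r = 0.277 without the 2 farthest samples). DV200 had a rho of -0.0775 with RNA concentration (adjusted p = 0.733) and of 0.187 with library concentration (adjusted p = 0.262). Over the 67 study samples alone, a setting chosen after the values were seen, the rho of DV50 was 0.386 with RNA concentration (permutation p = 0.0014, adjusted p = 0.0056, r = 0.444, r = 0.46 without the 2 farthest) and 0.467 with library concentration (permutation p = 0.00012, adjusted p = 0.00144, r = 0.321, r = 0.296 without the 2 farthest). That of DV100 with library concentration was 0.429 (permutation p = 0.00048, adjusted p = 0.00288). Within the 52 libraries that passed QC, DV50 had a rho of 0.506 with library concentration (adjusted p = 0.00144) and of 0.151 with RNA concentration (adjusted p = 0.448). Within the 19 that failed the values were -0.0564 and -0.0406. In batches 1 to 7 (n = 63) DV50 had a rho of 0.435 with RNA concentration (adjusted p = 0.00246) and of 0.422 with library concentration (adjusted p = 0.00256). Batches 8 to 10 held only 8 libraries with DV values and were not tested. The paper's values had medians of 88 for DV50, 28 for DV100 and 4 for DV200 in libraries that passed QC and of 78, 17 and 2 in libraries that failed. In that table 1 entry with a DV50 of 0 was left out.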

Significant correlations were marked with \*. Correlations were also calculated separately for qc-pass and qc-fail groups. The rightmost column shows boxplots of a certain metric grouped by qc status

How the deposited data were processed for this re-analysis (not part of the article)

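RNA was sequenced from benign breast disease tissue in a pilot of 7 patients, with FFPE and FFzn tissue prepared by the RNA Exome protocol for all 7 and by the Depletion protocol for 7 (FFPE) and 6 (FFzn), and in a main study of 62 FFPE biopsies prepared by the RNA Exome protocol. According to the paper's methods and the submitters' processing notes, the authors aligned paired-end reads to hg38 with STAR and counted them with featureCounts within MAP-RSeq. The deposited table holds the resulting counts of genes in 89 libraries, not normalized, with an exonic length per gene. The authors' later steps, scaling by TMM in edgeR and conversion to CPM, TPM and log2 values, are not in these counts and were redone here from the counts. The pilot holds 27 libraries in 4 groups and the study 62; 0 columns of the table were left unused.

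TPM was computed as count over length, scaled to the same total in every library. The pilot groups were compared with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr) in R 4.3.3, with the patient as a block and only the libraries of the groups compared in each fit. P-values were adjusted by the Benjamini-Hochberg method and calls are at an adjusted p under 0.05. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. DESeq2 1.42.0 was used as an alternative. Values per library were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and drawn with matplotlib 3.10.9. Within patients they were compared by exact two-sided sign-flip permutation tests. Correlations across samples used 100000 permutations, two-sided. FPR was the share of genes whose log2(TPM + 0.1) differed by more than 1 between the FFPE and the FFzn library of a patient. Intervals are 95% binomial intervals (Wilson) for shares of counts and exact intervals for ratios of counts, and a fold against a group with 0 counts uses a floor of 3 counts over the group; intervals and floors cover counting error only.

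The pairing comes from the labels and from the methods, which state that FFPE and FFzn RNA of the same patient were used. It was checked with the correlation of the deviations of same-patient libraries from their group means, which was over 0.1 in 7 of 7 pairs (RNA Exome and Depletion in FFPE), 6 of 6 (the same in FFzn), 5 of 7 (FFPE and FFzn with RNA Exome, lowest 0.0258) and 6 of 6 (FFPE and FFzn with Depletion). The edgeR fits were tested on simulated data with 100 changed genes of each size. At a log2 fold change of 1 and of 2 the fit recovered 12% and 95% of them for RNA Exome against Depletion in FFPE (18614 genes, 5.31% of calls false), 14% and 93% in FFzn (19878 genes, 2.73% false), 20% and 99% for FFPE against FFzn with RNA Exome (18790 genes, 0.833% false), 8% and 86% with Depletion (18579 genes, 3.09% false), and 0% and 27% for the interaction (23841 genes, 10% false).

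The genes named per comparison were, by a rule fixed beforehand, the 6 with the largest fold change in each direction among called genes with a mean of at least 5 CPM and the same direction in every pair, the 2 members with the smallest p in each list that passed, and ESR1, PGR and ERBB2. Of the genes this rule gives, 3 are not reported here. Genes named because they moved against their list were chosen after their values were seen. The 21 lists cover luminal epithelium, basal and myoepithelium, adipocytes, fibroblasts and matrix, endothelium, T and NK cells, B and plasma cells, macrophages, red blood cells, ribosomal proteins, mitochondrial mRNAs, nuclear-encoded oxidative phosphorylation, long non-coding RNAs, histones, small nuclear and cytoplasmic RNAs, heat shock, immediate early, interferon response, hypoxia, proliferation and reference genes; lists of pancreatic digestive enzymes and of liver genes were added after seeing the data.

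The alternatives were other size factors (RLE, library size only, TMM on protein-coding genes), other filters on low counts, DESeq2, no patient block, a minimum fold change, thinning every library to the smallest, an offset that removes trends with GC content and length, each patient left out in turn, protein-coding genes only, other thresholds of TPM and CPM, and fry or an estimated correlation for lists. Of all genes in the table, 617 that identify sex were left out of named genes and lists, 4146 lie on alternate contigs (132 of them with counts), and GC content was known for 94.5% of the genes with counts. Exome sequencing, PolyA libraries, junctions, SNP calls, technical controls, failed samples and study replicates were not analysed here, and the lab metrics of Additional file 8 were not tied to single samples because its subject numbers are not the sample numbers.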

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

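The lists of pancreatic and liver genes and the tests of human pancreas or liver and of UOX were chosen after the results were seen.

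Genes of pancreatic digestive enzymes, which the paper does not discuss, were far higher in FFPE than in FFzn tissue, with a median log2 fold change of 6.67 with RNA Exome (13 of 17 rose and 0 fell by edgeR; camera adjusted p = 9.02e-14, or 0.0496 with an estimated correlation) and of 10.40 with Depletion (16 of 16 rose; camera adjusted p = 2.34e-13, or 0.12 with an estimated correlation). Human pancreas or liver is argued against in the 7 FFPE Depletion libraries. There 8 genes abundant in those organs, among them CLPS, ALB and APOA1, came to a median of 0.0512% of the pancreatic enzyme CPM (0 to 0.0925%). It is argued against in the 7 FFPE RNA Exome libraries too, where pancreatic enzymes had at least 1626 CPM. The highest values there were 13.7 CPM for ALB, 5.71 for APOA1, 0.342 for REG1A and 0.115 for CLPS. SPINK1, SYCN, REG1B and TTR had 0 CPM there, although SYCN had 0 CPM in every group, so its capture was not shown. Human pancreas or liver stays open in the study samples, where the highest values were 11701 CPM for ALB, 194.1 CPM for APOA1 and 102.0 CPM for TTR. The means over the 62 samples were 207.0 (SD 1484), 3.37 (SD 24.6) and 2.25 CPM (SD 13.3). The highest values therefore rest on few samples and do not speak for the rest. RNA of another mammal stays open as a candidate explanation: across the 62 study samples the ratio of counts in 95 processed pseudogenes of ACTB, GAPDH and PPIA to counts in those genes rose with pancreatic enzyme CPM (rho = 0.333, permutation p = 0.0082, r = 0.527, r = 0.565 and rho = 0.285 without the 2 farthest samples). UOX, inactive in humans and active in most other mammals, had 4.92 to 86.4 CPM in the 7 FFPE Depletion libraries and at most 0.243 CPM in the FFzn Depletion libraries, but also at most 0.0638 CPM in the FFPE RNA Exome libraries and 0.104 CPM in the study samples, so it speaks for the FFPE Depletion libraries alone. These tests name neither a source nor a step at which such RNA may have entered, and no biological explanation was tested.

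A difference between groups was tested with the interaction of protocol and preservation in edgeR, and 7611 of 24183 genes changed differently between FFPE and FFzn tissue with RNA Exome than with Depletion (3236 with the higher change with RNA Exome and 4375 with the lower, or 1370 and 3140 with library size alone). Chance is argued against, since 1 of 25 splits of the libraries, the real one, gave as many and the highest of the others gave 1568. It is not excluded, since 25 splits cannot show a share under 1 of 25.

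Single libraries stood apart from the rest of their group in 8 of 52 groups of values, and chance alone would give about 1 in 20. In pair 5, the FFPE RNA Exome library had 0.387% of its counts in 7SL RNA genes (95% interval 0.384 to 0.390; next highest 0.147%). The same library had 151600 CPM in pancreatic enzyme genes (95% interval 151464 to 151819; next highest 51374 CPM). The FFzn Depletion library of pair 5 had 0.320% in processed pseudogenes (0.318 to 0.322; next highest 0.193%), 24.5% in its 10 most abundant genes (next lowest 37.9%) and 145.5 CPM in liver genes (next highest 37.2 CPM). The FFzn RNA Exome library of pair 6 had 10.2% in cytosolic ribosomal protein genes (next highest 6.00%), 5.90% in small RNA genes (next highest 3.33%) and 0.974% in processed pseudogenes (next highest 0.679%).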

How the results depend on the processing

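Added after seeing the data were the setting that keeps one gene of each set with identical counts and TPM over protein-coding genes. Apart from the settings that leave a patient out, 181 other settings of 28 results were labelled against the main setting. Of these, 149 were labelled the same, 22 moved, 5 weaker, 3 stronger and 2 reversed. The label of the same allows a change in size, and its tolerance is not given here. For genes with TPM over 4 in FFPE, a difference of 1222 with TPM over 1 was so labelled, against 3701. Genes lower with RNA Exome in FFPE were 2544 with library size alone, likewise labelled the same, against 3715. Causes were not tested unless the setting itself tests fewer genes. Requiring 10 counts in every library, which tests fewer genes, gave 3279 genes higher and 3590 lower for RNA Exome against Depletion in FFPE, 5102 higher and 4699 lower in FFzn, and 3068 higher and 3265 lower for FFPE against FFzn with Depletion. Without the patient block 3500 genes were higher for RNA Exome in FFPE, and lists passed fell from 42 to 38. For FFPE against FFzn with RNA Exome the balance turned without the block, to 3161 higher and 2294 lower (57.9% higher, against 43.8% with it); of 144 named genes in a comparison, 137 passed with and 131 without it. No filter gave 6189 lower in FFPE; a minimum log2 fold change of 1 gave 1391 higher for FFPE against FFzn with RNA Exome; library size alone gave 2348 lower for FFPE against FFzn with Depletion and 4510 for the interaction, 1370 of them with the higher change with RNA Exome and 3140 with the lower. With an estimated correlation 0 of 84 list tests passed, against 42 with camera's preset one and 63 with fry.

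In FFPE, protein-coding genes alone gave a log2 difference in counts of 1.80 (exact p = 0.0312) and 4054 more genes with TPM over 4 with RNA Exome (exact p = 0.0312); CPM over 4 gave -286.6 genes, one gene of each identical set 1325 (higher in 3 of 7 pairs, exact p = 0.547) and TPM over protein-coding genes -971.3 (reversed, exact p = 0.0156). In FFzn, CPM over 4 gave 615.8 genes (exact p = 0.156), TPM over 1 gave 2848 (0.0625), one gene of each identical set 2888 (0.0625) and TPM over protein-coding genes 125.3 (0.625). Without the 10 most abundant genes the protein-coding share in FFPE differed by 0.488 (exact p = 0.375). The rho of gene length with the FFPE to FFzn difference was -0.21 with RNA Exome and -0.17 with Depletion over genes of at least 5 CPM, -0.28 and -0.26 given mean expression, and 0.0545 with Depletion over protein-coding genes (reversed). Median_cor_expr was 0.886 over protein-coding genes, 0.743 over genes with a mean TPM over 1 and 0.878 as a Pearson correlation, and its SD over draws of 10 was 0.0171 over genes with a mean TPM over 1. Genes with at least 10 counts had a rho of 0.251 with gene_reads (permutation p = 0.049). Of 21 lists, 3 related to median_cor_expr by the list median and 3 with protein-coding genes, against 1.

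With each patient left out in turn, genes higher and lower ran from 4214 to 5466 and 3383 to 4250 for RNA Exome against Depletion in FFPE, 7664 to 8110 and 7080 to 7735 in FFzn, 1676 to 2258 and 2204 to 2777 for FFPE against FFzn with RNA Exome, 3814 to 5186 and 4144 to 4840 with Depletion, and 5462 to 8835 for the interaction. The log2 difference in counts ran from 0.75 to 1.52 (FFPE) and 1.24 to 1.65 (FFzn), genes with TPM over 4 from 2571 to 4799.5 and 5285 to 6114, the protein-coding share from 19.8 to 30.4 and 26.1 to 29.2, the difference in correlation from 0.165 to 0.177 and that in FPR from -18.5 to -16.3; 5 pairs cannot give an exact p under 0.0625. Of simulated changes of 1 on the log2 scale, 8% to 20% were recovered in the paired comparisons. The simulated data held far fewer changed genes than the real fits called, so this recovery need not hold for the real data. How many small changes were missed there was not tested.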

Differences from the paper's values

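Additional file 8 of the paper lists 0 samples with a median_cor_expr under 0.75 among the 62 that passed QC, and here 1 of the 62 samples was under it. With CPM in place of TPM, with protein-coding genes only or with a Pearson correlation of log2(TPM + 0.1), alternatives set before the data were examined, the number was 0. Over genes with a mean TPM over 1 it was 35 and after thinning to the smallest study library it was 1. The paper takes the median over the rest of its cohort, and here it was taken over the other 61 samples. The reference samples may therefore differ, and the effect of this was not tested.

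The paper's table lists 0 such samples with a gene_tpm4 under 11400, and here 6 were under it. Neither alternative gave 0: with CPM over 4 the number was 1 and over protein-coding genes 55.

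The paper states that gene_tpm4 was higher in samples with more gene_reads. Over the 62 samples analysed here rho was 0.0622 (permutation p = 0.63). In the paper's own table rho was 0.521 over all 90 study samples and 0.0727 over the 62 that passed QC. Taking genes with at least 10 counts in place of TPM over 4, rho was 0.251 here (permutation p = 0.049).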

Other observations

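The tests of depth for the range of detected genes and for the study sample that stood apart were chosen after the results were seen.

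With the RNA Exome protocol, FFPE libraries had lower levels than FFzn libraries of the same patients for most cell type markers. They had higher levels of proliferation genes and some long non-coding RNAs. RNA of another mammal was left open above for FFPE libraries. Whether it adds to or dilutes these levels was not tested. All 13 macrophage markers fell, with a median log2 fold change of -2.74 (camera adjusted p = 5.64e-07, or 0.355 with an estimated correlation), among them the lysozyme gene LYZ (-3.25) and the complement gene C1QA (-3.46). Of 15 basal markers 14 fell, with KRT5 at -2.62 and KRT17 at -2.84 (2.04e-06, or 0.355 with an estimated correlation). Of 18 luminal markers 10 fell and ANKRD30A rose, and the secreted defence proteins LTF and SLPI were at -3.61 and -4.28 (0.00138, or 0.474 with an estimated correlation). T and NK cell markers (9 of 13 fell, 11 adjusted over the list alone; CD3G -3.83, NKG7 -3.74; 0.000117), interferon response genes (12 of 20; BST2 -2.08, IFI27 -2.01; 0.000117) and B and plasma cell markers (7 of 12; IGJ -4.12, MZB1 -3.25; 0.00106) fell with 0 rises by edgeR, each with an adjusted p of 0.355 with an estimated correlation. So did fibroblast genes (12 of 19; FBLN1 -1.68, DPT -2.37; 0.000195), endothelial markers (7 of 13; VWF and PLVAP -1.63; 0.00111) and immediate early genes (12 of 28; FOS -1.82, DUSP1 -1.53; 0.00144), each with 0.407 with an estimated correlation. Adipocyte markers had 11 of 17 lower and PCK1 higher, with CIDEA at -2.76 and FABP4 at -1.94 (0.00345, or 0.507 with an estimated correlation, and 0.0808 without the patient block, under which both genes lost their call with adjusted p = 0.0695 and 0.125). Ribosomal protein genes (54 of 78 fell, 62 adjusted over the list alone; RPL18 -1.50, RPL23A -1.25; 2.3e-11, or 0.407 with an estimated correlation), oxidative phosphorylation genes (44 of 75; NDUFC2 -1.33, COX4I1 -1.30; 9.01e-09; 0.355) and mitochondrial mRNAs (12 of 13; MT-CO1 -2.43, MT-CO3 -2.53; 1.55e-07; 0.355) fell too. Proliferation genes had 9 of 20 higher (11 adjusted over the list alone), with BUB1B at 2.34 and TOP2A at 1.85 (1.03e-05, or 0.407 with an estimated correlation), and long non-coding RNAs 6 of 16 higher and H19 and LINC00657 lower, with MALAT1 at 2.27 and NEAT1 at 1.63 (0.034, or 0.355 with an estimated correlation). Small nuclear and cytoplasmic RNAs had 10 of 27 lower and SCARNA7 and SCARNA9 higher, with RPPH1 at -4.77 and RN7SL2 at -4.07 (0.0338, or 0.558 with an estimated correlation). Reference genes (6 of 14 lower; 0.0646), heat shock genes (5 of 15 lower; 0.159), hypoxia genes (3 of 19 higher, 2 lower; 0.512), red blood cell genes (1 of 7 higher, 2 lower; 0.676) and histone genes (7 of 48 higher, 11 lower; 0.802) did not pass. Adjusted over the list alone, 12 adipocyte, 9 B and plasma cell, 10 endothelial, 13 fibroblast, 13 immediate early, 13 interferon response, 49 oxidative phosphorylation and 6 heat shock genes were lower, 7 long non-coding RNAs and 3 small RNAs were higher, and 8 histone genes were higher and 12 lower. ERBB2 was at -1.0 (adjusted p = 0.0138), ESR1 at -0.07 (0.897) and PGR at -0.57 (0.27). The largest rises were in PRSS3P1, a trypsinogen pseudogene (pooled ratio 88978, 95% counting interval 15969 to 3514500), and the amylase gene AMY1B (65707, 18189 to 542570). Next came the enteropeptidase gene TMPRSS15 (0 counts in FFzn, at least 9250.7-fold) and the pseudogenes RP11-267D19.2, RP11-214N15.5 and KRT8P18 (at least 3654.9-fold, 2409.5-fold and 1704.1-fold). TMPRSS15 had 51.5 ± 114.3 CPM in FFPE tissue, with 309.8 CPM in its highest library, so its bound rests largely on 1 library. The largest falls were in the immunoglobulin segments IGKV2-4 (-10.07), IGLJ3 (-8.80), IGKV3-7 (-6.60), IGKV2D-40 (-6.55) and IGKV1-13 (-6.08) and in the Fc receptor gene FCGR1A (-6.45). These segments may share reads with near-identical copies, which was not tested.

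With the Depletion protocol, FFPE tissue had higher levels than FFzn tissue of histone genes (32 of 45 rose and 4 fell; HIST1H2BF 8.54, HIST3H2A 6.16; camera adjusted p = 2.43e-08), mitochondrial mRNAs (12 of 13 rose; MT-CO3 4.94, MT-CO1 4.58; 8.53e-06) and proliferation genes (16 of 20 rose; TOP2A 5.2, MKI67 3.80; 8.53e-06), each with an adjusted p of 0.644 with an estimated correlation. The red blood cell genes SLC4A1, ALAS2 and HBB rose (3 of 3 measured, SLC4A1 7.02 and ALAS2 6.75; 0.0286, or 0.644 with an estimated correlation). Whether RNA of another mammal in FFPE libraries, left open above, contributes to the rises and falls with Depletion was not tested either. Macrophage markers fell in 10 of 12 (C1QA -5.13, CD163 -3.74; 0.00224) and fibroblast genes in 11 of 19 with LUM, POSTN and FN1 higher (COL6A1 -2.95, COL6A2 -3.27; 0.0281), each with 0.644 with an estimated correlation. Luminal markers fell in 10 of 18 (LTF -7.11, CLDN4 -3.06; 0.0281, or 0.682 with an estimated correlation) and endothelial markers in 9 of 13 with ERG and TEK higher (CLDN5 -4.50, VWF -3.55; 0.0336, or 0.676 with an estimated correlation and 0.0942 without the patient block). The other lists did not pass: immediate early genes (2 of 28 higher, 12 lower; 0.0775), B and plasma cell markers (4 of 8 lower; 0.0779), reference genes (6 of 14 higher, 2 lower; 0.0992), basal markers (1 of 15 higher, 8 lower; 0.103), interferon response genes (2 of 19 higher, 6 lower; 0.103), T and NK cell markers (3 of 7 lower; 0.124), adipocyte markers (1 of 17 higher, 8 lower; 0.13), ribosomal protein genes (29 of 77 higher, 19 lower; 0.141), hypoxia genes (6 higher, 2 lower; 0.347), oxidative phosphorylation genes (22 higher, 13 lower; 0.357), heat shock genes (4 higher, 4 lower; 0.459), long non-coding RNAs (7 of 24 higher, 7 lower; 0.878) and small nuclear and cytoplasmic RNAs (10 of 27 higher, 7 lower; 0.969), whose median turned sign under another scaling. Adjusted over the list alone, 33 histone genes were higher, 12 fibroblast genes lower, 30 ribosomal protein genes higher and 20 lower, 3 immediate early genes higher and 15 lower, 5 heat shock genes higher, 8 small RNAs lower and 2 T and NK cell markers lower. Among the largest rises were CELA1 (14.82) and the amylase genes AMY2A (13.97) and AMY1B (pooled ratio 16981, 95% counting interval 3047.3 to 670730). The pseudogenes EEF1A1P16 (12226, 2193.9 to 482940) and RP11-267D19.2 (at least 1517.1-fold) were also among them. The largest falls were in FP236383.7 (-11.22), RP11-517P14.2 (983.3-fold, 271.8 to 8125.4), CH507-528H12.1 (-9.73), SNORD17 (-9.16), CTC-241F20.3 (-8.94) and the secretoglobin gene SCGB3A1 (-8.83). ERBB2 was at -1.67 (adjusted p = 0.00148), ESR1 at 0.93 (0.179) and PGR at -0.41 (0.693).

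Over all genes, FFPE against FFzn gave 2309 genes higher and 2963 lower of 18859 with RNA Exome by edgeR, 43.8% of calls higher, 50.3% with TMM on protein-coding genes and 57.9% without the patient block, so the balance of calls depends on the setting, and 4610 higher and 5007 lower of 18749 with Depletion, 47.9% of calls higher and 57.9% with library size alone, which moved the median of all genes by 0.29. Of 16006 genes tested in both, 1076 were higher in both (510.9 by chance for independent lists), 1090 lower in both (651.4 by chance) and 541 opposite, with a Spearman rho of 0.387 across genes. Chance is argued against for each of the 4 comparisons, since in each only 1 of 50 splits, the real one, gave as many genes by edgeR. It is not excluded, since 50 splits cannot show a share under 1 of 50. RNA Exome against Depletion in FFPE gave 9086 against 4187 at most in the other splits. Splits that exchanged libraries only within patients gave at most 0 there. The numbers were 15551 against 0 in FFzn, 5272 against 0 for FFPE against FFzn with RNA Exome and 9617 against 0 with Depletion. The splits do not test differences in library preparation that go with the protocol.

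By gene class, long non-coding RNA genes were called lower with RNA Exome than with Depletion in 556 of 1110 tested in FFPE (127 higher) and in 1714 of 2039 in FFzn (146 higher). Between FFPE and FFzn tissue they were higher in 137 of 752 and lower in 25 with RNA Exome, and higher in 270 and lower in 845 of 2282 with Depletion.

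The FFPE library of a patient had a Spearman correlation across genes with the FFzn library of 0.872 ± 0.0173 with RNA Exome and 0.699 ± 0.0214 with Depletion (mean ± SD, n = 6 patients), higher with RNA Exome in 6 of 6 (exact two-sided sign-flip p = 0.0312). Over genes with a mean TPM over 4 it was 0.636 ± 0.0648 and -0.148 ± 0.176, so the size of the difference and the sign with Depletion depend on the genes taken. FPR between them was 20.8% ± 2.69 with RNA Exome and 38.1% ± 4.69 with Depletion in the same patients, lower in 6 of 6 (exact sign-flip p = 0.0312), and 41.1% ± 11.1 (n = 7) and 81.9% ± 8.89 (n = 6) over genes with a mean TPM over 4. An FFPE library correlated best with the FFzn library of its own patient in 2 of 7 cases with RNA Exome and in 1 of 6 with Depletion. By deviations from the group means it did so in 6 of 7 and 5 of 6. For technical controls, which were not analysed here, the paper reports larger differences in shorter genes and in genes of high GC content. In the pilot, the absolute FFPE to FFzn difference had a rho across genes, which are not independent replicates, of -0.08 with gene length (36134 genes) and 0.07 with GC content with RNA Exome, and of -0.03 and -0.07 with Depletion. These differences were averaged over patients first; computed within each patient, the rho with length had the other sign, with a mean of 0.0629 (SD 0.0807, n = 7) with RNA Exome and 0.187 (SD 0.0907, n = 6) with Depletion, and the rho with GC content had means of 0.0507 (SD 0.0431) and 0.0344 (SD 0.121). The direction with length therefore depends on how patients are averaged.

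Across the 62 study samples, 1 of 21 lists related to median_cor_expr: fibroblast and matrix genes were lower in samples of higher median_cor_expr (rho = -0.390, permutation p = 0.0017, adjusted p = 0.0357, r = -0.157, permutation p = 0.22, r = -0.306 without the 2 farthest samples), so the linear relation did not pass. T and NK cell markers (rho = 0.326), luminal markers (0.301), reference genes (-0.301) and long non-coding RNAs (-0.296) had an adjusted p of 0.084. Pancreatic enzyme genes had a median of 64.7 CPM in these samples (4.98 to 4337).

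The number of genes with TPM over 4 among the 7 FFPE Depletion libraries had an SD of 5967. Lower sequencing depth is argued against, since the library with the fewest counts (6297262) had the most genes, 15841, and the library with the most counts (36697848) the fewest, 908. Thinning every library to the smallest left the SD at 5959. 7SL RNA genes taking most of the TPM stay open as a candidate explanation, since the SD was 2307 with these genes left out, a test chosen before its result was seen. No biological explanation was tested.

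The study sample with the lowest median_cor_expr also had the most genes with TPM over 4. Lower sequencing depth is argued against, since the sample kept a median_cor_expr of 0.705 (next lowest 0.755) and the most genes, 16959, with every sample thinned to the smallest. Genomic DNA in the library may add reads in silent genes, but this cannot be told apart from other causes. The CPM of 384 olfactory receptor genes was 0.782 times that of the highest other sample, against a median of 106.9 CPM in the others. Of these genes, 260 had counts in the sample, against a median of 33 in the others. The number of genes goes with genomic DNA, while the summed CPM was exceeded by another sample. No biological explanation was tested.

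The list of pancreatic enzymes, chosen after seeing the data, was mostly lower gene by gene with RNA Exome than with Depletion in FFPE tissue (3 of 16 rose and 11 fell, 12 adjusted over the list alone; camera adjusted p = 0.000748, or 0.396 with an estimated correlation) although the summed CPM was higher with RNA Exome in 4 of 7 pairs, and it did not pass in FFzn tissue (4 of 8 rose and 1 fell, 0 adjusted over the list alone by edgeR; 0.282). Liver genes, added likewise, rose in FFPE against FFzn tissue with RNA Exome (7 of 11 rose and 2 fell; 0.00116, and 0.143 with an estimated correlation) and with Depletion (7 of 10 rose and 1 fell; 0.000352, and 0.145 with an estimated correlation), and did not pass between protocols (3 of 11 higher and 5 lower in FFPE, 6 lower adjusted over the list alone, 0.0578; 4 of 4 higher in FFzn, 0.11). The pancreatic enzyme CPM of the 7 FFPE tissues was ranked alike by both protocols (rho = 0.893, exact permutation p = 0.0123) and ran from 1626 to 151642 CPM with RNA Exome and from 2353 to 13182 CPM with Depletion. The ratio of pseudogene counts to counts in ACTB, GAPDH and PPIA was 11.3% ± 8.11 in FFPE and 1.67% ± 0.434 in FFzn tissue with RNA Exome (higher in 7 of 7, exact sign-flip p = 0.0156) and 17.3% ± 10.8 against 0.832% ± 0.266 with Depletion (higher in 6 of 6, exact sign-flip p = 0.0312).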
